# PEAR1 regulates expansion of activated fibroblasts and deposition of extracellular matrix in pulmonary fibrosis

**DOI:** 10.1038/s41467-022-34870-w

**Published:** 2022-11-19

**Authors:** Yan Geng, Lin Li, Jie Yan, Kevin Liu, Aizhen Yang, Lin Zhang, Yingzhi Shen, Han Gao, Xuefeng Wu, Imre Noth, Yong Huang, Junling Liu, Xuemei Fan

**Keywords:** Target identification, Mechanisms of disease, Cystic fibrosis, Respiratory tract diseases

## Abstract

Pulmonary fibrosis is a chronic interstitial lung disease that causes irreversible and progressive lung scarring and respiratory failure. Activation of fibroblasts plays a central role in the progression of pulmonary fibrosis. Here we show that platelet endothelial aggregation receptor 1 (PEAR1) in fibroblasts may serve as a target for pulmonary fibrosis therapy. *Pear1* deficiency in aged mice spontaneously causes alveolar collagens accumulation. Mesenchyme-specific *Pear1* deficiency aggravates bleomycin-induced pulmonary fibrosis, confirming that PEAR1 potentially modulates pulmonary fibrosis progression via regulation of mesenchymal cell function. Moreover, single cell and bulk tissue RNA-seq analysis of pulmonary fibroblast reveals the expansion of Activated-fibroblast cluster and enrichment of marker genes in extracellular matrix development in *Pear1*^*−/−*^ fibrotic lungs. We further show that PEAR1 associates with Protein Phosphatase 1 to suppress fibrotic factors-induced intracellular signalling and fibroblast activation. Intratracheal aerosolization of monoclonal antibodies activating PEAR1 greatly ameliorates pulmonary fibrosis in both *WT* and *Pear1*-humanized mice, significantly improving their survival rate.

## Abstract (web summary)

Currently, there is a lack of effective drugs for the treatment of pulmonary fibrosis. Here, the authors reveal a novel role of PEAR1 in fibroblast activation and demonstrate that activating PEAR1 by monoclonal antibodies might be a promising therapeutic approach for pulmonary fibrosis.

## Introduction

Pulmonary fibrosis (PF) represents chronic progressive scar formation^1^ seen in a variety of diseases, including systemic sclerosis, sarcoidosis, infection, and environmental exposure^2^. But in most patients, the cause of PF is unknown and is classified as idiopathic PF (IPF)^3,4^. IPF has a poor prognosis and a course that is unpredictable, which leads to irreversible progression and eventually respiratory failure and death^5^.

PF is characterized by the proliferation of fibroblasts and deposition of the extracellular matrix (ECM), leading to structural destruction of lung tissue^6^. Fibroblasts synthesize and secrete proteins to form the ECM, which maintains the normal scaffold of lung epithelium and endothelium that are involved in efficient gas exchange and in the normal repair of damaged tissue^7^. Many pro-fibrotic factors stimulate fibroblast proliferation and induce its transformation from fibroblast to myofibroblast, leading to increased synthesis of ECM^3,8^. Although resident fibroblasts are differentiated from mesenchymal progenitor cells, many studies have shown that the pulmonary fibroblasts can also be derived from epithelial cells, macrophages, blood monocytes, endothelial cells, and other lung cells in the process of IPF^9^.

PEAR1 belongs to a unique family of EGF (epidermal growth factor) repeat-containing transmembrane proteins^10^, and is majorly expressed in endothelial cells and platelets^10–13^. The high-affinity immunoglobulin E receptor α (FcεR1α) has been identified as a natural ligand for human PEAR1. FcεR1α potentiates platelet aggregation and leads to PEAR1 phosphorylation by directly binding to EGF-like repeat 13 of PEAR1 in human platelets^14^. PEAR1 has also been reported to be a signalling receptor for dextran sulfate and fucoidan in human, but not mouse, platelets^15^. However, a study has also shown that *Pear1* deficiency does not affect murine platelet function^16^. PEAR1 has also been reported to be expressed in endothelial cells and that Pear1 deficiency may promote skin wound healing by promoting neoangiogenesis^17^. Therefore, PEAR1 plays diverse biological functions in different tissues and organs.

Here, we found that *Pear1* deficiency leads to increased PF in both aging and the bleomycin (bleo) mouse model. PEAR1 regulates fibroblast activation by associating with Protein Phosphatase 1 to suppress fibrotic factors-induced intracellular signaling. Importantly, monoclonal antibodies activating PEAR1 suppressed matrix protein deposition and ameliorated the degree of PF in bleo mouse model.

## Results

### *Pear1* deficiency aggravated bleo-induced PF by direct regulation of mesenchymal cells function

By observing aged mice, we found that the forced vital capacity (FVC) of the *Pear1*^*−/−*^ mice were significantly lower than those of the *WT* control mice (Fig. 1a). Masson’s trichrome staining and immunostaining revealed that *Pear1* deficiency caused a significant collagen accumulation in pulmonary alveoli (Fig. 1b, Supplementary Fig. 1b), which indicated that *Pear1* deficiency spontaneously caused mild PF.

**Fig. 1:**
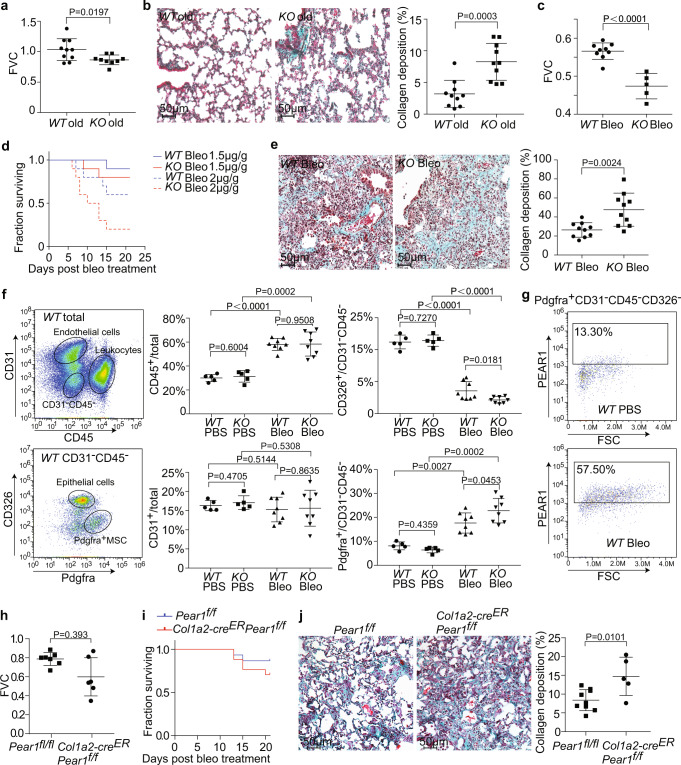
*Pear1* deficiency exacerbated PF by direct regulation of mesenchymal cells function. **a** Forced vital capacity (FVC) was measured for evaluating lung function of 12-month-old *WT* mice and *Pear1*^*−/−*^ mice (*n* = 10 mice in *WT* group; *n* = 9 mice in *Pear1*^*−/−*^ group). *WT*, wild type. **b** Masson staining of lung tissue in 12-month-old *WT* mice and *Pear1*^*−/−*^ mice. The collagen area (green) was calculated (*n* = 10 mice per group) (scale bars, 50 μm). **c** FVC of *WT* and *Pear1*^*−/−*^ mice was measured on day 21 after bleo administration (*n* = 9 mice in *WT* group; *n* = 5 mice in *Pear1*^*−/−*^ group). **d** Survival curves of *WT* and *Pear1*^*−/−*^ mice induced by 1.5 µg/g or 2 µg/g bleo through endotracheal atomization (*n* = 10 mice per group). **e** Representative images of masson staining on lung sections from *WT* mice and *Pear1*^*−/−*^ mice on day 21 after bleo administration. The collagen area (green) was calculated (*n* = 10 mice per group) (scale bars, 50 μm). **f** The proportion of leukocytes (CD45^+^), endothelial cells (CD31^+^), epithelial cells (CD326^+^) and Pdgfra^+^ mesenchymal cells (MSC, CD45^−^CD31^−^CD326^−^) were analyzed in the lung tissue of *Pear1*^*−/−*^ mice with or without treatment of bleo (*n* = 5 mice in PBS group; *n* = 8 mice in bleo group). **g** PEAR1^+^ cell proportion in Pdgfra^+^ mesenchymal cells (Pdgfra^+^CD45^−^CD31^−^CD326^−^) from *WT* mice lung treated with or without bleo was investigated by flow cytometry. **h** FVC was measured of *Pear1*^*f/f*^ and *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ mice on day 21 after bleo administration (*n* = 9 mice in *Pear1*^*f/f*^ group; *n* = 5 mice in *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ group). **i** Survival curves of *Pear1*^*f/f*^ and *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ mice induced by 1.5 µg/g bleo through endotracheal atomization (*n* = 15 mice in *Pear1*^*f/f*^ group; *n* = 17 mice in *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ group). **j** Representative images of masson staining on lung sections from *Pear1*^*f/f*^ and *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ mice on day 21 after bleo administration. The collagen area (green) was calculated (*n* = 9 mice in *Pear1*^*f/f*^ group; *n* = 5 mice in *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ group) (scale bars, 50 μm). For **a**–**c**, **e**, **h**, **j**, two-tailed t test was used. For **f**, one-way ANOVA was used. Data are presented as mean ± SD. Source data are provided as a Source data file.

Bleo-induced lung fibrosis is the most common method to induce PF in murine models^18^. Mice were intratracheally aerosolized with bleo at different concentrations, respectively. The mortality and weight loss of *Pear1*^*−/−*^ mice were significantly higher than that of *WT* mice during the 21 days’ observation period (Fig. 1d, Supplementary Fig. 1c). The respiratory function was further measured in the survival mice in response to the low dose bleo. The results in Fig. 1c showed that the FVC of the *Pear1*^*−/−*^ mice were significantly lower than those of the *WT* control mice in response to bleo. Masson’s trichrome staining and immunostaining revealed that intratracheal aerosolization of bleo caused a pulmonary consolidation in mice, and *Pear1* deficiency significantly aggravated collagen accumulation (Fig. 1e, Supplementary Fig. 1d) and increased Pdgfra^+^ mesenchymal cells (Supplementary Fig. 1d), indicating that *Pear1* deficiency may exacerbate PF by aggravating collagen accumulation and mesenchymal cells proliferation.

The proportion of endothelial cells, leukocytes, epithelial cells, and fibroblasts in the lung tissue of WT and *Pear1* deficient mice with or without treatment of bleo were further analyzed (Fig. 1f). We found that *Pear1* deficiency and bleo treatment had no effects on the proportion of pulmonary endothelial cells (CD31^+^). However, the proportion of leukocytes (CD45^+^) in mice treated with bleo was significantly increased, but *Pear1* deficiency did not affect the rising ratio of leukocytes. The ratio of epithelial cells (CD326^+^) in *WT* and *Pear1* deficient mice treated by bleo was greatly reduced, and the percentage of epithelial cells in *Pear1*^*−/−*^ mice was significantly lower than that in the control group, indicating that *Pear1* deficiency aggravated bleo-induced lung epithelial injury. Bleo treatment significantly increased the proportion of Pdgfra^+^ mesenchymal cells (CD31^−^CD45^−^CD326^−^) in *Pear1* deficient mice compared to the control mice (Fig. 1f). We also found that the proportion of Pdgfra^+^ mesenchymal cells that were PEAR1 positive was three folds higher in PF *WT* mice compared to the control (Fig. 1g). Moreover, PEAR1 was expressed in almost all cultured fibroblasts isolated from *WT* lung tissue and inhibited the proliferation of cultured fibroblasts (Supplementary Fig. 1g, h). The number of ki67^+^ fibroblasts in lung sections from *Pear1*^*−/−*^ mice were higher than that from *WT* mice (Supplementary Fig. 1i, j). These results indicated that the *Pear1* deficiency promoted proliferation of mesenchymal cells.

Mesenchymal cell-specific *Pear1* knockout mice were further constructed using tamoxifen-induced *Col1a2-Cre* strategy^19^ to investigate the function of PEAR1 in mesenchymal cells in PF (Supplementary Fig. 2a). After tamoxifen treatment, *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ and control mice were intratracheally aerosolized with bleo, respectively. The mortality and weight loss of *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ mice were significantly higher than that of control mice during the 21 days’ observation period in response to bleo (Fig. 1i, Supplementary Fig. 2b). The results in Fig. 1h showed that the FVC of the *Col1a2-Cre*^*ER*^*Pear1*^*f/f*^ mice were significantly lower than those of the control mice in response to bleo. Masson’s trichrome staining and immunostaining revealed that *Pear1* deficiency significantly aggravated collagen accumulation and increased Pdgfra^+^ mesenchymal cells (Fig. 1j, Supplementary Fig. 2c, d), which further verified that *Pear1* deficiency exacerbated PF by directly regulating mesenchymal cell function.

### *Pear1* deficiency expanded activated fibroblasts in bleo model

Pulmonary mesenchymal cells (MSC, CD31^−^CD45^−^CD326^−^) were sorted by flow cytometry from fresh lung tissues as described in “Methods”, and adopted for scRNA-seq assay. Data processing, quality control, and cell filtering were conducted as described in “Methods”. The 17934 MSC were re-classified into eight clusters (Fig. 2a). Cell clusters under different experimental conditions were displayed in Supplementary Fig. 4. We first characterized the cell clusters with common fibroblast and MSC markers (Supplementary Fig. 5). Pdgfra^+^ cells were aggregated on the left side, including Cluster 1, 2, 5, and 8 (Supplementary Fig. 5a). Importantly, these clusters were also positive with CD34 and Inmt (Supplementary Fig. 5e, h), as well as Col14a1 or Col13a1 (Supplementary Fig. 6a, b), thus representing resident matrix fibroblast developed from bone marrow-derived progenitor cells.

**Fig. 2:**
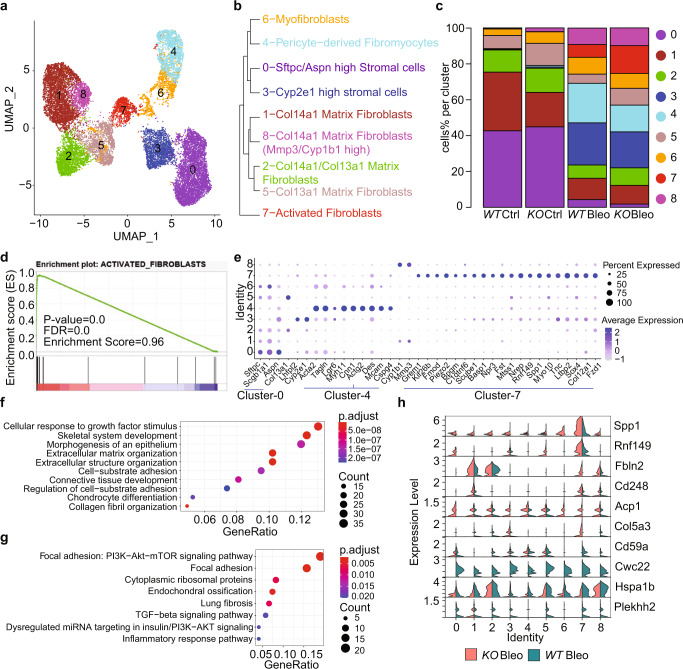
*Pear1* deficiency expanded activated fibroblasts in bleo model. **a**–**c** All of the 17,934 mesenchymal cells across four experiment conditions were integrated for umap clustering (**a**), cell type annotation and cluster-tree dendrogram (**b**), and fraction of each cell type in each experimental condition (**c**). **d** GSEA analysis of activated fibroblasts signature of cluster 7 compared with the rest clusters. **e** Dotplot of markers for the selected cluster. **f**, **g** Top 10 GO biological process (**f**) and KEGG pathways (**g**) enriched with Cluster 7 markers in *Pear1*^*−/−*^ bleo mice. **h** Differentially expressed genes in Cluster 7 between *Pear1*^*−/−*^ bleo and *WT* bleo. For **d**, nominal *P* value for the statistical significance of the enrichment score is adjusted using Benjamini–Hochberg method for multiple gene sets and hypothesis testing. For **f**, **g**, one-sided Fisher’s exact test was used.

Cell type annotations were carried out using a mixture of supervised approaches coupled with manual curation, as described in “Methods”. A hierarchical clustering dendrogram identified four pairs of cell types plus a unique cluster of activated fibroblast^20^ (Fig. 2b). The cell proportion of each cluster demonstrated that activated fibroblast was induced by bleo in *WT* (7.1%) and substantially expanded in *Pear1*^*−/−*^ (15.5%), but was absent in *WT* and *Pear1*^*−/−*^ mice treated by vehicle (<0.1%) (Fig. 2c). Forty-seven genes in our scRNA-seq data can be matched to the 49 genes in activated fibroblast signature^20^. GSEA analysis revealed a significant enrichment of the 39/47 genes in Cluster 7 when compared to other clusters (Fig. 2d), confirming the assignment of Cluster 7 to activated fibroblast. Notably, Cluster 7 was positive in both Pdgfra and Pdgfrb (Supplementary Fig. 5a, b).

Markers for the selected clusters are displayed in Fig. 2e. Cluster 4 cells displayed the highest level of α-smooth muscle actin (Acta2), along with other markers for fibromyocytes^21^ and pericytes^22^ (Fig. 2e, left and right of the blue line underneath Cluster 4, respectively). These findings indicated that Cluster 4 cells were developed from pericyte progenitor cells. Notably, while fibromyocytes in Cluster 4 were drastically induced in *WT* bleo (22.1%), its proportion was ameliorated in *Pear1*^*−/−*^ bleo (14.9%) (Fig. 2c, Supplementary Fig. 4). In addition, markers for Cluster 1, 2, 3, 5, and 6 are displayed in Supplementary Fig. 6a–e, respectively. Two subclusters were identified in cluster 6 (Supplementary Fig. 7a). Markers for these two subclusters indicated that subcluster 0 was airway SMC, while subcluster 1 was lipofibroblasts (Supplementary Fig. 7b, c, respectively)^23^. These two subclusters demonstrated little difference between *Pear1*^*−/−*^ bleo and *WT* bleo (Supplementary Fig. 7a).

Functional enrichment analysis of marker genes for activated fibroblast in *Pear1*^*−/−*^ bleo revealed significant GO biological processes involved in extracellular organization and connective tissue development (Fig. 2f), and KEGG pathways involved in focal adhesion, lung fibrosis, and TGFβ signaling (Fig. 2g). We further identified a set of differentially expressed genes (DEGs) in active fibroblast between *Pear1*^*−/−*^ bleo and *WT* bleo (Fig. 2h). In concordance with the elevated level of α-smooth muscle actin in Fibromyocytes, markers of Cluster 4 in *Pear1*^*−/−*^ bleo were enriched in contractile function and focal adhesion (Supplementary Fig. 8a, b). Cluster 0 was the largest cell cluster in the *WT* ctrl and *Pear1*^*−/−*^ ctrl, but was diminished after bleo treatment (Fig. 2c, Supplementary Fig. 4). The markers of Cluster 0 in *WT* ctrl were enriched in pathways involved in cellular response to growth factor stimulus and wound healing (Supplementary Fig. 8c, d).

### PEAR1 associated with PP1 to suppress fibrotic factor induced fibroblast activation

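Bulk RNA-seq of Pdgfra+ cells sorted from mouse lung comprised 12 libraries, 3 for each of *WT* vehicle, *Pear1*-/- vehicle, *WT* bleo and *Pear1*-/- bleo. Full-length cDNA was made with the SMART-Seq v4 kit, which amplifies small amounts of RNA, and the paired reads were aligned to the mouse genome GRCm38 with HISAT2 version 2.1. The authors deposited the number of reads counted on each of 40760 genes in each library, without normalization. The paper's text does not name the program that counted the reads or the number of mice behind a library. Between 6702948 and 9115029 reads per library were counted in *WT* vehicle (median 7036892), between 8711317 and 10018941 in *Pear1*-/- vehicle (median 9769473), between 8732810 and 9694538 in *WT* bleo (median 8781222) and between 9421466 and 10447101 in *Pear1*-/- bleo (median 10021347). A floor of 3 counts, at or under which a gene was not taken as detected, corresponded to between 0.287 and 0.448 CPM, and such a floor covers counting error only. Log2 fold changes, their standard errors and adjusted p come from edgeR's quasi-likelihood test on the counts, with TMM normalization, one mean per group and Benjamini-Hochberg adjustment over the 17418 genes kept by edgeR's filter on low counts. Normalized counts are the deposited counts divided by the authors' size factor of each library. The genotype of a library is its deposited label, and the counts of *Pear1* itself differed between the vehicle libraries labelled *Pear1*-/- and those labelled *WT* by less than the spread between replicates.

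The spread between replicates was measured for each pair of libraries of a group as the chi-square of their counts per degree of freedom, which is 1 for counting noise alone. It was between 1.35 and 1.49 in *WT* bleo, between 1.37 and 1.47 in *Pear1*-/- bleo, and between 1.44 and 4.82 in *Pear1*-/- vehicle. In *WT* vehicle it was 1.58 between replicates 1 and 3, but 21.2 and 21.8 between replicate 2 and each of them. Against the 3 *Pear1*-/- vehicle libraries, *WT* vehicle replicate 2 gave 1.73, 2.13 and 2.67. The labels were kept as deposited. The paper's text does not state whether libraries of a group came from 1 pool of cells or RNA. If they did, the SDs, standard errors and p-values given for these libraries cover the noise of preparation and not that between mice.

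*Pdgfra* (ENSMUSG00000029231), which encodes the protein used for sorting, had 4565 ± 325 normalized counts (SD, n = 3) in *WT* vehicle, 4165 ± 39.1 in *Pear1*-/- vehicle, 1360.1 ± 29.9 in *WT* bleo and 2392 ± 18.8 in *Pear1*-/- bleo. Its log2 fold change was -1.74 between *WT* bleo and *WT* vehicle (standard error 0.068, adjusted p = 4.53e-14), and between -1.84 and -1.60 over the other settings tried. Between *Pear1*-/- bleo and *WT* bleo it was 0.80 (standard error 0.067, adjusted p = 1.04e-08). *Ptprc* (ENSMUSG00000026395), which encodes the leukocyte antigen CD45, had 3303 ± 479 normalized counts in *WT* vehicle, 3818 ± 263 in *Pear1*-/- vehicle, 7616 ± 97.8 in *WT* bleo and 3365 ± 109 in *Pear1*-/- bleo (SD, n = 3). Its log2 fold change was 1.22 between *WT* bleo and *WT* vehicle (standard error 0.084, adjusted p = 2.21e-10) and -1.19 between *Pear1*-/- bleo and *WT* bleo (standard error 0.083, adjusted p = 9.33e-10). A list of 26 leukocyte marker genes, *Ptprc* among them, had a median log2 fold change of 2.62 between *WT* bleo and *WT* vehicle, with 22 genes higher, and of -1.18 between *Pear1*-/- bleo and *WT* bleo, with 23 genes lower. With edgeR's camera test of a gene list against all other genes, adjusted over the 7 list comparisons made, these gave adjusted p = 1.37e-37 and adjusted p = 2.13e-23. The endothelial marker *Pecam1* (ENSMUSG00000020717) differed by -0.07 on the log2 scale between *Pear1*-/- bleo and *WT* bleo (adjusted p = 0.483). The epithelial marker *Epcam* (ENSMUSG00000045394) differed by -0.30 (adjusted p = 0.0366), which DESeq2's Wald test put at adjusted p = 0.075.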

According to single-cell phenotyping, Pdgfra^+^ cells containing almost only resident matrix fibroblast and activated fibroblast were selected by flow cytometry for RNA-seq assay (Supplementary Fig. 5a). 

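A gene was counted as differentially expressed when its fold change was above 2 and its adjusted p under 0.05 in edgeR's two-sided test. Between *WT* bleo and *WT* vehicle there were 5886 such genes, 1824 higher and 4062 lower in bleo, but among the 1247 of them with a mean log2 CPM of at least 5, 701 were higher and 546 lower. Between the libraries labelled *Pear1*-/- bleo and *Pear1*-/- vehicle there were 4825, of which 1458 were higher and 3367 lower in bleo, with 377 higher and 389 lower at a mean log2 CPM of at least 5. The vehicle libraries labelled *Pear1*-/- differed from *WT* vehicle in 578 genes, 12 higher and 566 lower. All 3 comparisons shared 247 genes, of which 241 were lower in *Pear1*-/- vehicle than in *WT* vehicle, and 18 of the 247 had a mean log2 CPM of at least 3. Both bleo comparisons, without the vehicle comparison, shared 3148 genes. A further 149 genes were shared by the *WT* bleo and the vehicle comparison only, and 96 by the *Pear1*-/- bleo and the vehicle comparison only. The remaining genes were called once, 2342 of them in *WT* bleo, 1334 in *Pear1*-/- bleo and 86 between the vehicle groups. Of the 3395 genes called in both bleo comparisons, 3312 changed in the same direction, 713 of them higher and 2599 lower in bleo. Without a filter on low counts, the alternative that moved the comparison of *WT* bleo with *WT* vehicle most, 13891 genes were called. The number of genes called between the vehicle groups depended on which libraries were included. Without *WT* vehicle replicate 2 it gave 2455 genes, and without any one of the other 5 vehicle libraries it gave 0, although between 2945 and 4536 genes then had an unadjusted p under 0.05.

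Among genes past both criteria with a mean log2 CPM of at least 3 and no overlap between the groups, the largest rises in *WT* bleo over *WT* vehicle were those of *Ccl12* (ENSMUSG00000035352), *Spp1* and *Clec4n* (ENSMUSG00000023349). *Ccl12* rose from 39.6 ± 10.5 to 1420.2 ± 59.6 normalized counts (SD, n = 3), a log2 fold change of 5.18 (standard error 0.17, adjusted p = 3.56e-14). *Clec4n* rose from 127 ± 11.5 to 3254 ± 166 normalized counts (SD, n = 3). The largest falls were those of the immunoglobulin V genes *Ighv1-56*, *Igkv4-62* and *Igkv4-61*. *Igkv4-61* (ENSMUSG00000076552) fell from 4510 ± 3548 to 13.2 ± 7.98 normalized counts (SD, n = 3), and *WT* vehicle replicate 2 alone had 8606. *Igkv4-62* had an adjusted p = 0.0211, which rose above 0.05 without any one of the *WT* bleo libraries and with the replicate number as a block. Between the vehicle groups, 2 genes that met the same conditions were higher in the libraries labelled *Pear1*-/-. These were *Pdgfc* (ENSMUSG00000028019), with a log2 fold change of 1.12 (standard error 0.25, adjusted p = 0.0316), and *Gm15487* (ENSMUSG00000080242), with 1.03 (standard error 0.27, adjusted p = 0.0386). *Ighv11-2*, *Arg1* and *Siglec1* fell most, with log2 fold changes of -4.70, -3.43 and -3.03. Each of these 5 genes had an adjusted p above 0.05 without any one of the vehicle libraries other than *WT* vehicle replicate 2.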

Venn diagrams of DEGs identified by two-group comparisons with criteria of fold change >2 and FDR < 0.05 are shown in Fig. 3a and Supplementary Data 1. 

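Principal components were computed from DESeq2's VST values of the 500 genes with the largest variance over the 12 libraries, centred and not scaled, and no test was run on them. Component 1 held 73.9% of the variance and component 2 held 17.8%. The sign of a component is arbitrary. On component 1, *WT* vehicle lay at -20.6 ± 5.75 (SD, n = 3), the libraries labelled *Pear1*-/- vehicle at -27.5 ± 0.803, *WT* bleo at 32.8 ± 0.174 and the libraries labelled *Pear1*-/- bleo at 15.3 ± 0.189. Between bleo and vehicle lay 92.1% of the variance of component 1. On component 2 the same groups lay at 10.7 ± 12.1, -3.89 ± 1.2, 9.86 ± 0.156 and -16.7 ± 0.0791 (SD, n = 3). Between the genotypes as labelled lay 70.0% of the variance of component 2, and between the 4 groups 83.7%. The wide spread of *WT* vehicle on component 2 came from replicate 2, at -3.26, with replicates 1 and 3 at 17.6 and 17.9 and the libraries labelled *Pear1*-/- vehicle at -2.98, -3.45 and -5.25. The 2 bleo groups were separated on component 2 by more than their spread, whereas the vehicle groups overlapped there through *WT* vehicle replicate 2. With every gene kept by the filter in place of the 500, which moved the share of component 1 most, component 1 held 65.9% of the variance.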

A PCA plot showed that sample groups were separated by the treatment of bleo or vehicle at Dim-1, and by *KO* or *WT* at Dim-2 (Fig. 3b). 

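Between the bleo libraries labelled *Pear1*-/- and *WT* bleo, 2616 genes passed both criteria, 1083 of them higher and 1533 lower. Over-representation was tested among the 14767 tested genes with an Entrez identifier, 811 of which were higher. The sets were the 890 Reactome pathways with between 10 and 500 members among these genes, tested by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 890. Extracellular matrix organization had the smallest p, with 42 of its 213 genes higher, an odds ratio of 4.40 and an adjusted p = 2.74e-10 by Fisher's exact test. Collagen biosynthesis and modifying enzymes followed, with 19 of 51 genes higher, an odds ratio of 10.44 and an adjusted p = 3.75e-09. A total of 16 pathways had an adjusted p under 0.05. Of the 42 matrix genes, 20 are among the genes drawn in Fig. 3d. Without the genes of Fig. 3d, the alternative that lowered the result most, the odds ratio of extracellular matrix organization was 2.36 with an adjusted p = 0.0334 by Fisher's exact test.

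*Col1a1* (ENSMUSG00000001506), a member of that pathway, had 42471 ± 36.2 normalized counts in *WT* bleo and 142173 ± 3129 in the libraries labelled *Pear1*-/- bleo (SD, n = 3). Its log2 fold change was 1.73 (standard error 0.054, adjusted p = 4.15e-14), and between 1.72 and 1.74 in the fits that each left out one library. These values cover the spread between libraries, which may be smaller than that between mice. Under the conditions on expression and overlap used for the other comparisons, the largest rises were those of 3 immunoglobulin V genes. *Ighv1-56* (ENSMUSG00000094862) was listed at 0 in all 3 *WT* bleo libraries and had 62.6 ± 9.17 normalized counts (SD, n = 3) in the libraries labelled *Pear1*-/- bleo, with an adjusted p = 0.0385 that rose above 0.05 in every fit that left out a bleo library. *Ighv1-43* and *Ighv3-2* had 237 ± 14.9 and 313 ± 9.42 normalized counts in the libraries labelled *Pear1*-/- bleo (SD, n = 3), and at most 3 counts in each *WT* bleo library. *Bpifa1* (ENSMUSG00000027483), *Dner* and *Ms4a14* had the largest falls. *Bpifa1* had 506 ± 30.9 normalized counts in *WT* bleo and 26.6 ± 6.19 in the libraries labelled *Pear1*-/- bleo (SD, n = 3), a log2 fold change of -4.25 (standard error 0.29, adjusted p = 7.27e-08).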

Pathway analysis of upregulated genes in *Pear1*^*−/−*^ bleo compared to *WT* bleo revealed significant pathways involved in ECM organization and development (Fig. 3c). GSEA of these two groups highlighted EMT for *Pear1*^*−/−*^ bleo mice (Supplementary Fig. 9a, FDR = 0.005). 

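The same contrast of the bleo groups was tested on the 53 genes drawn in Fig. 3d, which the paper took from the leading edge of this GSEA. Because the list came from these libraries, its p is not independent of the choice of genes. All 53 genes were higher in the libraries labelled *Pear1*-/- bleo than in *WT* bleo, with log2 fold changes from 0.55 to 2.61 and a median of 1.34. Of these, 38 passed both criteria, and the same number passed when the adjustment was made over the 53 genes alone. With edgeR's camera test at an inter-gene correlation of 0.01, the list gave an adjusted p = 3.32e-56 over the 7 list comparisons. The median was between 1.31 and 1.35 in the 6 fits that each left out one bleo library. Without the collagen genes, 40 genes were left with a median of 1.22, the lowest value among the settings chosen before the data were examined. *Matn3* (ENSMUSG00000020583) rose most, by 2.61 on the log2 scale (standard error 0.40, adjusted p = 2.23e-05), from 9.99 ± 4.91 to 61.6 ± 3.29 normalized counts (SD, n = 3). *Acta2* (ENSMUSG00000035783), which encodes α-smooth muscle actin, had a log2 fold change of 1.52 (standard error 0.065, adjusted p = 1.21e-12).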

We performed qPCR to validate the GSEA leading-edge EMT genes for collagen synthesis and ECM development (Supplementary Fig. 9b). A heat map across all samples showed that EMT leading-edge genes in GSEA were uniquely upregulated in *Pear1*^*−/−*^ bleo, but not in *WT* bleo (Fig. 3d). 

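In the heat map of Fig. 3d the 53 genes form 2 clusters, of 26 and 27 genes. Between *WT* bleo and *WT* vehicle, the 26 genes of cluster 1 had log2 fold changes from -0.17 to 5.00 with a median of 0.76. Of these, 25 were higher in *WT* bleo, 21 with an adjusted p under 0.05, and 12 passed the fold change criterion as well. The 27 genes of cluster 2 had log2 fold changes from -0.44 to 0.70 with a median of 0.01. Of these, 9 were higher and 4 lower in *WT* bleo with an adjusted p under 0.05, and 0 passed both criteria. Between bleo and vehicle, 13 markers of resident fibroblasts had a median log2 fold change of -1.66 in *WT* and -1.38 in the libraries labelled *Pear1*-/-. The share of fibroblast RNA may thus have fallen, and a flat or slightly lower bulk value does not exclude a rise in each fibroblast. Between the libraries labelled *Pear1*-/- bleo and *Pear1*-/- vehicle, cluster 1 had a median log2 fold change of 2.64 with 26 of 26 genes past both criteria, and cluster 2 a median of 1.50 with 21 of 27. Over all 53 genes, the median was 0.43 in *WT* (camera, adjusted p = 1.67e-06) and 1.95 in the libraries labelled *Pear1*-/- (camera, adjusted p = 3.48e-68). Neither p is independent of the choice of genes, since both bleo groups entered the contrast they were chosen from. Between the vehicle groups the median of the 53 genes was -0.11 (camera, adjusted p = 0.0017), and without a filter on low counts it was -0.00903. *Spp1* (ENSMUSG00000029304) of cluster 1 rose with bleo in both, from 873 ± 97.0 to 27776 ± 429 normalized counts in *WT* and from 799.6 ± 58.9 to 87909 ± 1699 in the libraries labelled *Pear1*-/- (SD, n = 3). Its log2 fold changes were 5.00 (standard error 0.083, adjusted p = 3.58e-19) and 6.78 (standard error 0.090, adjusted p = 1.62e-20). *Acta2* fell by 0.17 on the log2 scale in *WT* bleo (standard error 0.064, adjusted p = 0.0269) and rose by 1.36 in the libraries labelled *Pear1*-/- bleo (standard error 0.065, adjusted p = 1.5e-12).

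**Figure D1:**
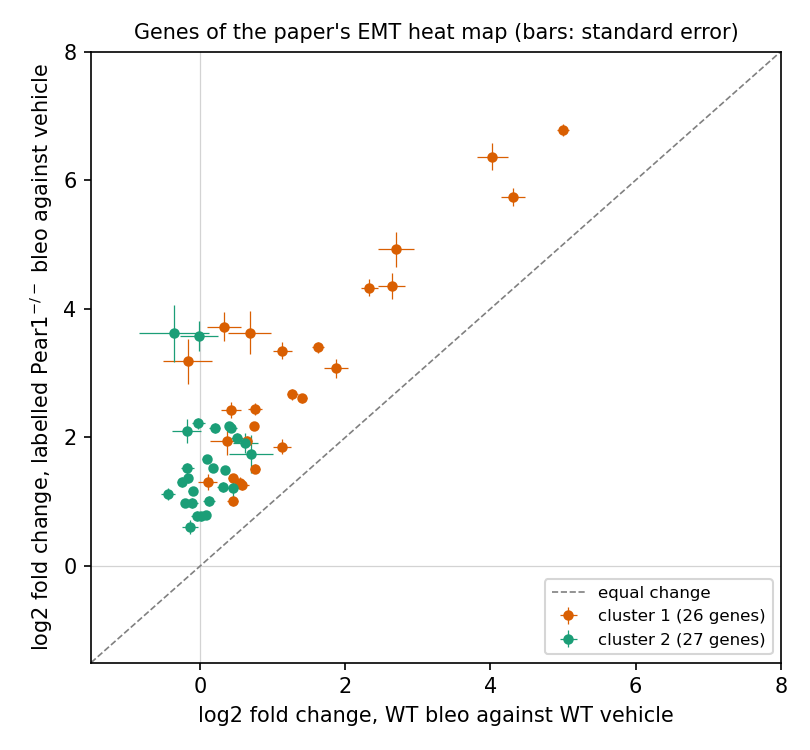
Log2 fold change between bleo and vehicle of the 53 genes drawn in Fig. 3d, in *WT* on the horizontal axis and in the libraries labelled *Pear1*-/- on the vertical axis, with standard errors as bars, cluster 1 in orange and cluster 2 in green. All 53 genes lie above the dashed line of equal change, and 25 of the 26 genes of cluster 1 lie to the right of 0. The genes were chosen from the contrast of *Pear1*-/- bleo with *WT* bleo, which favours a place above that line.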

Notably, these EMT genes, when mapped to single-cell RNA-seq data, demonstrated predominant expression in activated fibroblast cluster (Fig. 3e). Hence, our integrated analysis of bulk and single cells RNA-seq revealed EMT in *Pear1*^*−/−*^ bleo mice, likely carried-out by activated fibroblast.

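Whether the effect of bleo differed between the genotypes as labelled was tested as the interaction of genotype and bleo over the 12 libraries. The 53 genes of the heat map had interaction log2 fold changes from 0.57 to 3.98, all above 0, with a median of 1.43 and 39 genes past both criteria (40 when adjusted over the 53 genes alone). The camera test of the list gave an adjusted p = 1.58e-52, which is not independent of the choice of genes, since the contrast they were chosen from is a part of the interaction. *Col1a1* had an interaction log2 fold change of 1.77 (standard error 0.075, adjusted p = 1.04e-11). From the enrichment of EMT in the comparison of the bleo groups, the heat map and the mapping of these genes to single cells, the paper concludes that EMT took place in *Pear1*-/- bleo mice, and it proposes that activated fibroblasts carried it out.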

**Fig. 3:**
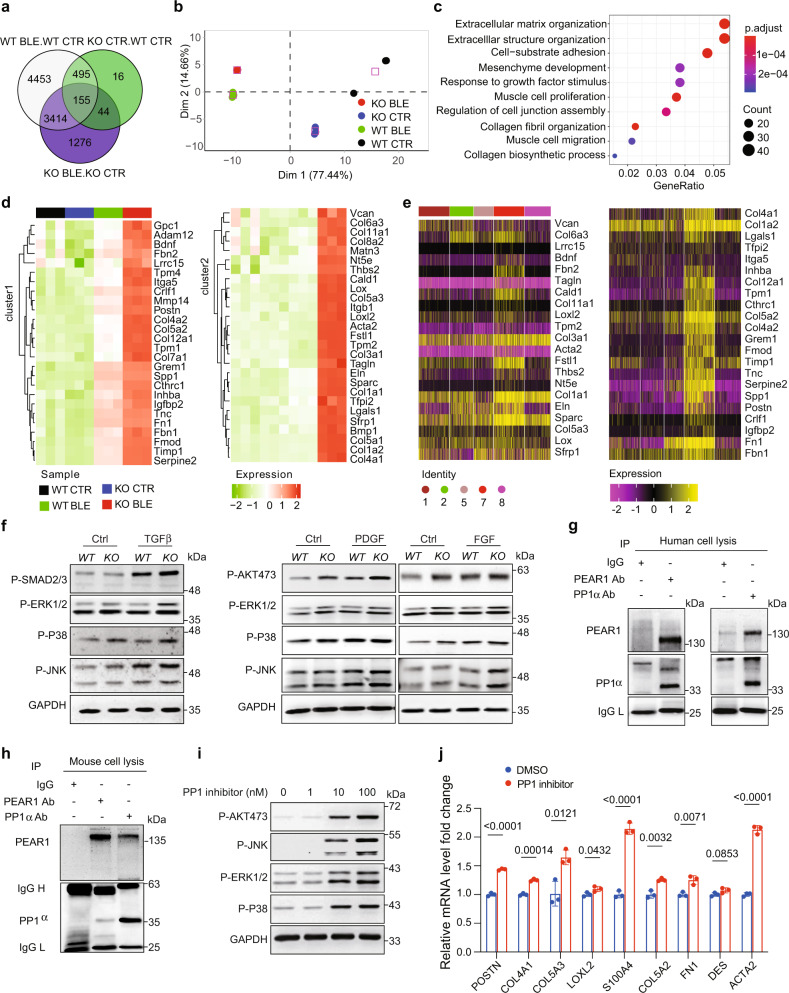
PEAR1 associated with PP1 to suppress fibrotic factor induced fibroblast activation. Pdgfra^+^ cells were selected for bulk RNA-seq assay. **a** Overlapping pattern of the differentially expressed genes (DEGs) in three comparisons identified 155 core DEGs. **b** Principle component analysis (PCA) of replicated samples in each condition. Squares represent the centroid of corresponding sample group. **c** Top 10 GO biological process enriched with upregulated genes in *Pear1*^*−/−*^ Bleo compared to *WT* Bleo. **d** Clustering of the leading-edge EMT genes in GSEA across 12 samples in four experiment conditions. Colored squares on bottom left represent experiment conditions. Colored bar on bottom right represents the scaled expression levels. **e** Leading-edge EMT genes in GSEA were predominantly expressed in cluster 7 (activated fibroblasts) cells of scRNA-seq data. Color bar on bottom left represents the scaled expression levels. Color dot on bottom left represents Pdgfra^+^ cell clusters in scRNA-seq data: 1-Col14a1 Matrix Fibroblasts, 2-Col14a1/Col13a1 Matrix Fibroblasts, 5-Col13a1 Matrix Fibroblasts, 7-Activated Fibroblasts, 8-Col14a1 Matrix Fibroblasts (Mmp3/Cyp1b1 high). **f** The phosphorylation levels of Smad2/3, AKT, ERK1/2, P38, and JNK1/2 were evaluated in *WT* and *Pear1*^*−/−*^ fibroblasts stimulated by TGFβ, FGF, or PDGF for 30 min, respectively. GAPDH was used as a loading control. The experiments were repeated three times and the results were similar. **g**, **h** The binding of PEAR1 and PP1 were detected by immunoprecipitation in cultured human and mouse pulmonary fibroblasts. The experiments were repeated three times and the results were similar. **i** The phosphorylation levels of, AKT, P38, ERK1/2, and JNK1/2 were evaluated in fibroblasts incubated with 1 nM, 10 nM, or 100 nM PP1 inhibitor for 15 min, respectively. GAPDH was used as a loading control. The experiments were repeated three times and the results were similar. **j** The relative mRNA expression levels of ECM genes in cultured pulmonary fibroblasts incubated with PP1 inhibitor or DMSO as a negative control (*n* = 3 biologically independent samples in each group). For **c**, one-sided Fisher’s exact test was used. For **j**, two-tailed t test was used. Data are presented as mean ± SD. Source data are provided as a Source data file.

There are several cytokines have been reported to activate fibroblast and are involved in PF, such as transforming growth factor β (TGFβ), fibroblast growth factor (FGF), and platelet-derived growth factor (PDGF)^24^. TGFβ, FGF, PDGF can activate Smad pathway, MAPKs pathway, and PI3K/Akt pathway to directly promote fibroblast activation and proliferation. To investigate the roles of PEAR1 in the regulation of the signaling pathways mediated by TGFβ, FGF and PDGF, *WT* and *Pear1*^*−/−*^ mouse pulmonary fibroblasts were stimulated with TGFβ, FGF, and PDGF, respectively. We found that the phosphorylation levels of Smad2/3, Akt, ERK1/2, P38, and JNK1/2 were significantly enhanced in *Pear1*^*−/−*^ fibroblasts in response to TGFβ, PDGF, or FGF stimulation, respectively (Fig. 3f), suggesting that both canonical and non-canonical signaling pathway can be negatively regulated by PEAR1.

The possible associated proteins of PEAR1 in fibroblast were also studied through the immunoprecipitation of mouse fibroblasts lysate with PEAR1 antibody. Protein mass spectrometry showed that cytoplasmic protein phosphatase 1 catalytic subunit alpha (PP1α) could interact with PEAR1 (Fig. 3g, h, Supplementary Fig. 9c, d). PP1α is one of the three catalytic subunits of protein phosphatase 1 (PP1). PP1 inhibitor Calyculin A was used to treat *Pear1*^*+/+*^ pulmonary fibroblasts. The results showed that PP1 inhibitor significantly promoted the phosphorylation levels of Smad2/3, P38, JNK1/2, and AKT (Fig. 3i, Supplementary Fig. 9e), and the synthesis of ECM proteins (Fig. 3j) in cultured pulmonary fibroblasts, showing that PEAR1 may associate with PP1 to inhibit the activation of fibroblasts by suppressing the phosphorylation of signaling protein. PEAR1 has been reported to be a regulator of PI3K-AKT signaling by reducing the expression of PTEN^25^. However, *Pear1* deficiency neither affected the expression of PTEN nor directly interacted with PTEN in fibroblasts (Supplementary Fig. 9f, g), which excluded the possibility that PEAR1 regulates fibroblast activation through PTEN.

### Monoclonal antibody targeted human PEAR1 for PF therapy

We found that intratracheal nebulization of monoclonal antibody (mAb) LF1 could activate mouse PEAR1 and effectively improve bleo-induced mouse PF in a PEAR1-dependent manner (Supplementary Fig. 10). mAb LF2 targeting human PEAR1 were further prepared with the ability to inhibit the synthesis of periostin (Postn) and various Collagens in human pulmonary fibroblast (Fig. 4a). To evaluate the effects of LF2 on PF in vivo, a transgenic mouse with human *Pear1* gene replacing mouse *Pear1* gene was successfully established (Supplementary Fig. 11a–c). LF2 was intratracheally aerosolized twice on the 7th and 14th day after bleo treatment. LF2 could permeate the epithelial cells and distribute in the interstitium of the lung (Supplementary Fig. 11d). In order to objectively evaluate the therapeutic effect of LF2 antibody, pirfenidone was selected as a positive drug control. Based on the literature method, human *Pear1* transgenic mice were given pirfenidone by gavage once a day at one day before and the following 20 days after bleo treatment. On the 21st day of bleo treatment, the lung function of the mice was measured and the mice were sacrificed for further pathological analysis. The results showed LF2 dose-dependently reduced the mortality of mice (Fig. 4b), improved respiratory function (Fig. 4c), and suppressed the deposition of collagen (Fig. 4d) and fibroblasts proliferation (Fig. 4e, f). Compared with pirfenidone, 1 mg/kg of LF2 had better effects on improving respiratory function, reducing ECM protein deposition and fibroblast proliferation.

**Fig. 4:**
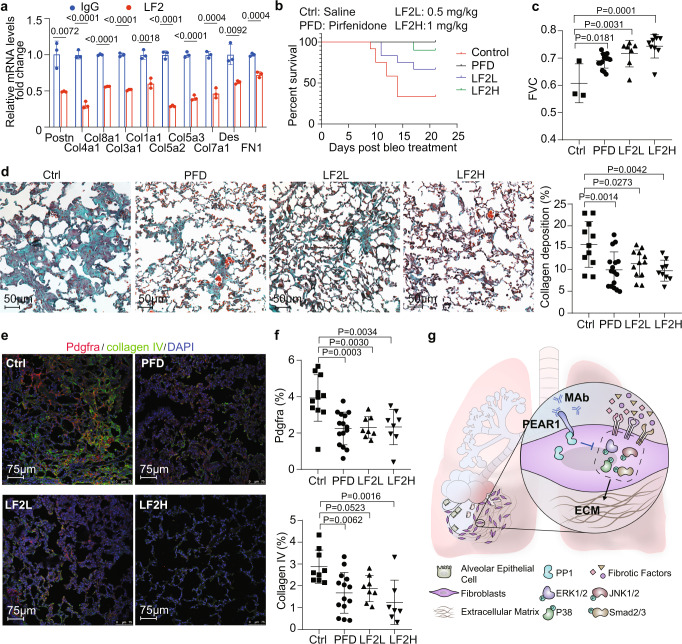
Monoclonal antibody targeted human PEAR1 for PF therapy. **a** The mRNA expression levels of extracellular matrix genes in human pulmonary fibroblasts (HFL1) treated with 1 µg/mL anti-human PEAR1 monoclonal antibodies (LF2) by qPCR (*n* = 3 biologically independent samples in each group). LF2 is a humanized antibody with an ADCC/ADCP-weak human IgG4 Fc with S228P mutation. **b** Survival curves of humanized *Pear1* mice induced by 1.5 µg/g (body weight) bleo treated with 300 mg/kg pirfenidone daily by gavage (PFD), 0.5 mg/kg (LF2L), 1 mg/kg (LF2H) LF2 through the trachea once a week. Saline was used as control (Ctrl) (*n* = 11 mice in Ctrl group; *n* = 16 mice in PFD group; *n* = 12 mice in LF2L group and *n* = 10 mice in LF2H group). **c** FVC was measured of Ctrl group mice, PFD group mice, LF2L group mice, and LF2H group mice (*n* = 3 mice in Ctrl group; *n* = 11 mice in PFD group; *n* = 7 mice in LF2L group; *n* = 9 mice in LF2H group). **d** Representative images of masson staining on lung sections from Ctrl group mice, PFD group mice, LF2L group mice, and LF2H group mice. The collagen area (green) was calculated and statistics were performed (*n* = 11 mice in Ctrl group; *n* = 16 mice in PFD group; *n* = 12 mice in LF2L group; *n* = 9 mice in LF2H group) (scale bars, 50 μm). **e**, **f** Representative images of immunofluorescence staining on lung sections from Ctrl group mice, PFD group mice, LF2L group mice, and LF2H group mice for Pdgfra (red), collagen IV (green), and DAPI (blue). The fluorescence positive area was calculated and statistics were performed (*n* = 11 mice in saline control group; *n* = 15 mice in PFD group; *n* = 8 mice in LF2L group; *n* = 8 mice in LF2H group) (scale bars, 75 μm). **g** A schematic diagram of the mechanism of PEAR1 in regulation of pulmonary fibrosis. ECM, extracellular matrix; MAb, monoclonal antibody. For **c**, **d**, **f**, one-way ANOVA was used. Data are presented as mean ± SD. Source data are provided as a Source data file.

The role of PEAR1 in fibrosis was then evaluated by an amiodarone-induced pulmonary fibrosis model^26,27^. The results showed that *Pear1* deficiency significantly aggravated collagen accumulation, while LF2 suppressed the deposition of ECM induced by amiodarone (Supplementary Fig. 11e, f). These data indicate that the role of PEAR1 could be reproducible in different pulmonary fibrosis models and may be a promising target for pulmonary fibrosis therapy (Fig. 4g).

Furtherly, the function of LF2 on normal (HFL1) and PF fibroblasts was detected. The result showed that the synthesis of ECM proteins was significantly inhibited by LF2 in a concentration-dependent manner in both HLF1 and PF fibroblasts in response to TGFβ (Supplementary Fig. 12). These data indicated that fibroblasts from established fibrotic lungs could respond to the LF2 antibody.

## Discussion

PEAR1 is expressed on the surface of vascular endothelial cells and platelets. Our results showed that PEAR1 is not involved in murine platelet activation (Supplementary Fig. 13a–e). Previous findings have shown that bleomycin-induced pulmonary fibrosis is correlated with platelet trapping and that anti-CD11a antibodies decrease platelet trapping and collagen deposition^28,29^, indicating that platelets may be directly involved in the progression of Bleo-induced pulmonary fibrosis and independent of platelet activation. However, the possibility of PEAR1 regulating PF through platelets has been clearly exclude by the platelet-specific *Pear1*-deficient mice (Supplementary Fig. 13h–k). Neoangiogenesis was significantly increased in a hind limb ischemia ligation model in *Pear1* deficient mice, seen from the increased capillary density^17^, although the role of angiogenesis in PF remains equivocal^30,31^. We found that *Pear1* deficiency had no effect on neither the morphology of pulmonary vessels in PF mice nor the tubulogenesis of pulmonary endothelial cells isolated from mice (Supplementary Fig. 13f, g). These results exclude the possibility that PEAR1 may regulate PF through endothelial cells. Col1a2-Cre-driven mesenchymal cell-specific *Pear1* deficiency significantly exacerbated bleo-induced PF, indicating that PEAR1 is mainly involved in the process of PF through the modulation of mesenchymal cells.

ScRNA-seq analysis identified 4 clusters of fibroblasts induced or increased by bleo treatment, i.e., Cluster 3, 4, 7, and 8 (Fig. 2c, Supplementary Fig. 4). GSEA revealed significant enrichment of the 49-gene signature^20^ in Cluster 7, thus defined as activated fibroblast (Fig. 2d). Accordingly, functional analysis revealed an enrichment of activated fibroblast marker genes in ECM development and lung fibrosis (Fig. 2f, g), indicating that *Pear1* deficiency reshapes mesenchymal components to a new pattern that favors the exaggeration of the disease through higher collagen deposition, decreased pulmonary function and poor prognosis (Fig. 1). The progenitor of this cell population remains unknown, although it may be heterogeneous in origin. RNA-seq analysis of Pdgfra^+^ bulk tissue further confirmed that multiple pathways involved in ECM organization and development were enriched with upregulated genes in *Pear1*^*−/−*^ mouse fibrotic lung. Among these pathways, the genes of EMT were upregulated only in *Pear1*^*−/−*^ Bleo but not in *WT* Bleo. Interestingly, these EMT genes were preferentially expressed in activated fibroblast in scRNA-seq data. Exploration of the impact of PEAR1 on the origination and expansion of activated fibroblast is warranted in future study.

PEAR1 has been reported to associate with scaffold proteins Shc1 and Shc2 to regulate platelet activation^10^. In our study, we showed that PEAR1 might associate with PP1α, one of the three catalytic subunits of PP1, to regulate fibroblast function. PP1 is a major protein Ser/Thr phosphatase and is ubiquitously expressed in all eukaryotic cells. Each functional PP1 enzyme consists of a catalytic subunit and a regulatory subunit^32^. These regulatory subunits, which contain a motif with the sequence of RVxF/W, may target the PP1 catalytic subunit to specific subcellular compartments, modulate substrate specificity, or serve as substrates themselves^33,34^. However, the intracellular sequence of human PEAR1 does not contain a regulatory motif, indicating that PEAR1 probably associates with a protein containing a regulatory motif to mediate PP1 function. Further study is required to resolve this issue.

Inhalation therapeutics is not invasive and can deliver drugs directly to the lungs, limiting systemic exposure^35^. Here we show that the intratracheal nebulization of monoclonal antibodies targeting PEAR1 significantly ameliorates the degree of PF, indicating that the inhalation of antibodies may serve as an efficient strategy for the treatment of respiratory diseases.

## Methods

### Construction of mice

All animal experiments including euthanasia were in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Jiao Tong University School of Medicine. All the mice were housed under a SPF condition (12-h light/dark cycle, 50% relative humidity, and 22 ± 2 °C) with free access to normal laboratory diet (SZS9126, Xietong Pharmaceutical Bioengineering, China) and water and monitored by inspection twice each day. All the mice used were C57BL/6 background unless otherwise indicated. For all experiments, 8–12-week-old male mice were used, unless otherwise indicated.

The *Pear1* knockout mice were constructed with the knockout-first strategy^36^, generated by Cam-SU Genomic Resource Center (CAM-SU GRC). A cassette containing En2 SA, LacZ, Neo, FRT, and loxP sites, was inserted in introns between exon 6 and 7 of *Pear1* gene, and another loxP site are placed in intron between exon 8 and 9 of *Pear1* gene of (Supplementary Fig. 1a). 

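*Pear1* (ENSMUSG00000028073) lies on chromosome 3 of GRCm38 from 87747890 to 87824306 on the minus strand. Its annotated transcripts start at different first exons, and the paper's text does not name the transcript whose exons it counts. Counted from the 5′ end of the 23 exons of the transcript ENSMUST00000079083 in GENCODE M21, exon 6 runs from 87757927 to 87758170 and the intron between exon 6 and exon 7, where the cassette was inserted, from 87757265 to 87757926. Exon 7 and exon 8, of 121 and 137 bases, lie between the cassette and the intron of the other loxP site, which runs from 87756765 to 87756848. Exons 1 to 6 hold 781 of the 4297 exonic bases and the 17 exons after the cassette hold 3516.

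**Figure D2:**
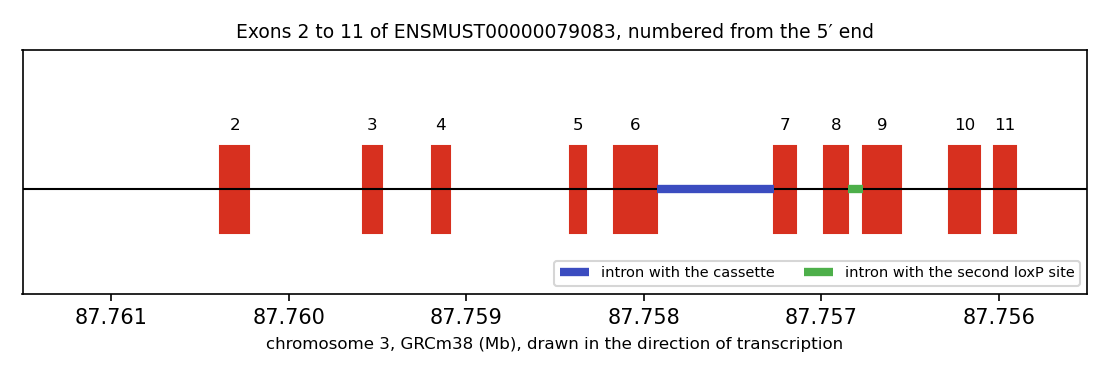
Exons 2 to 11 of ENSMUST00000079083 as boxes with their numbers, on chromosome 3 of GRCm38 in Mb and drawn in the direction of transcription. The intron between exons 6 and 7 that holds the cassette is in blue and the intron between exons 8 and 9 that holds the other loxP site is in green, with exons 7 and 8 between them.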

The tm1a allele was initially as a *Pear1* non-expressive form which could trap the transcript through the En2 SA element and truncate it through the pA. 

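In the bulk RNA-seq of sorted Pdgfra+ cells, *Pear1* had 547 ± 28.8 normalized counts (SD, n = 3) in *WT* vehicle and 519.7 ± 24.0 in the libraries labelled *Pear1*-/- vehicle. The log2 fold change between them was -0.08 (standard error 0.077, adjusted p = 0.49). The difference was within the spread between replicates (exact permutation test, two-sided, p = 0.3, where 3 libraries against 3 allow no p below 0.1). After bleo, *Pear1* had 254 ± 14.0 normalized counts in *WT* and 357 ± 14.2 in the libraries labelled *Pear1*-/- (SD, n = 3). The 3 libraries labelled *Pear1*-/- bleo all had more counts than the 3 *WT* bleo libraries (exact permutation test, two-sided, p = 0.1, the smallest that this design allows), with a log2 fold change of 0.48 (standard error 0.081, adjusted p = 7.54e-05). Between bleo and vehicle, the log2 fold change of *Pear1* was -1.09 in *WT* (standard error 0.081, adjusted p = 6.31e-10). In the libraries labelled *Pear1*-/- it was -0.54 (standard error 0.078, adjusted p = 8.32e-06). In these comparisons 13 markers of resident fibroblasts had medians of -1.66 and -1.38. A smaller share of fibroblast RNA could therefore lower *Pear1* as well. By flow cytometry, a measure of protein, the paper reports about 3 times the share of PEAR1-positive cells among Pdgfra+ mesenchymal cells of fibrotic *WT* mice (Fig. 1g). Over all settings tried, the log2 fold change between the vehicle groups ranged from -0.23 to 0.018, and it was above 0 only without a filter on low counts (adjusted p = 0.938). The deposited table gives 1 count per gene and library, so counts before and after the cassette cannot be told apart.

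**Figure D3:**
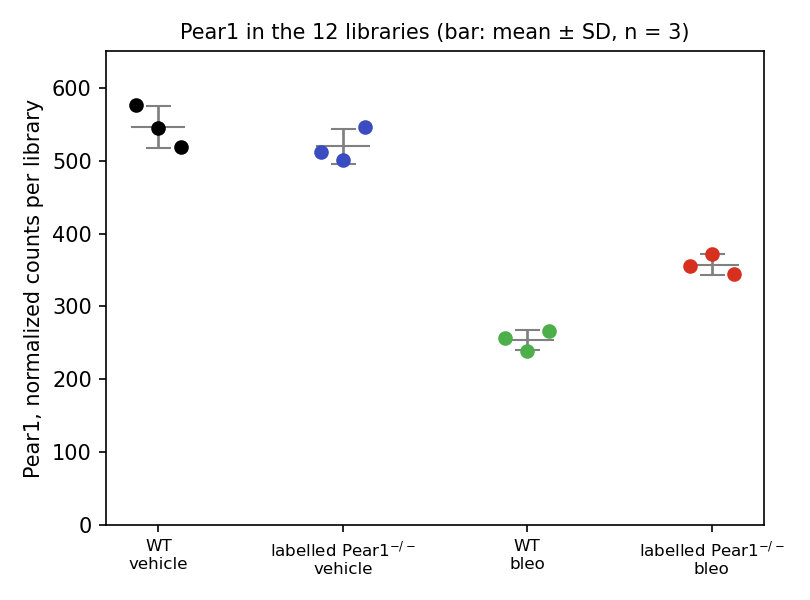
Normalized counts of *Pear1* in the 12 libraries (points), with the mean and SD of the 3 libraries of each group as bars. The libraries of *WT* vehicle and of those labelled *Pear1*-/- vehicle overlap, between 501 and 576, and the libraries labelled *Pear1*-/- bleo, between 344 and 372, lie above those of *WT* bleo, between 239 and 266.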

*Pear1*^*tm1c/+*^ (*Pear1*^*f/wt*^) allele was produced by crossing *Pear1*^*tm1a/tm1a*^ with a Flp transgenic mouse strain from Shanghai Biomodel Organism Science & Technology Development Co., Ltd (Shanghai, China).

Mesenchymal cell-specific *Pear1* deficient mice were generated by mating *Pear1*^*tm1c/tm1c*^ mice with a *Col1a2-cre*^*ER*^ transgenic mice^19^ (from Professor Bin Zhou, Shanghai Institute of Biochemistry and Cell Biology) (Supplementary Fig. 2a). *Col1a2-cre*^*ER*^*Pear1*^*f/f*^ mice (6 weeks old) were further injected intraperitoneally with tamoxifen daily (90 mg per kg body weight each time, 7 times) to generate mesenchymal cell-specific *Pear1* deficient mice.

Platelet-specific *Pear1* deficient mice were generated by mating *Pear1*^*tm1c/tm1c*^ mice with a *PF4-cre*^*+*^ transgenic mice^37^.

Human *Pear1* transgenic mice were constructed to integrate human *Pear1* cDNA to replace the mouse *Pear1* gene by CRISPR/cas9 technology by Bioray Laboratories. There are multiple transcripts of mouse *Pear1*, so the common exons 4–6 of mouse *Pear1* gene were selected to be replaced by human *Pear1* cDNA, and a SV40 poly A transcription termination signal after human *Pear1* cDNA was added to ensure that mouse *Pear1* is completely replaced by human *Pear1*. *Pear1*-L-sgRNA sequence is CCTCTGCAATGCCACTTTGTCCC. *Pear1*-R-sgRNA sequence is CCTGTGTCCGTGAGTCCTGAGTT. The sequences of primers for genotyping were provided in Supplementary Table 1.

### Bleomycin-induced mouse PF model

A mouse model of PF was established by intratracheal aerosolization of 1.5 µg/g (body weight) or 2 µg/g (body weight) of bleo (S1214, Selleck Chemicals). For antibody therapy, intratracheal aerosolization of antibody and IgG (401411, Biolgend) were administered on the 7th and 14th day after bleo induction. On the 21st day after bleo induction, the lung function and pathological changes of mice were analyzed.

### Amiodarone-induced mouse PF model

Mice were anaesthetized with isoflurane and then intubated orotracheally under a binocular loupe. Amiodarone (0.4 μg/g body weight or 0.8 μg/g body weight; A8423, Sigma) was administered every fifth day as an aerosol via microsprayer. For antibody therapy, intratracheal aerosolization of antibody were administered 7th and 14th day after amiodarone induction. On the 23st day after amiodarone induction, the lung function and pathological were analyzed. 8–12-week-old male mice were used.

### Measurement of lung function in mice

After anesthetized by intraperitoneal injection of pentobarbital (100 mg/kg), the mice were connected to a computer-controlled small animal ventilator through a tracheal tube according to the instructions of the manufacturer of anires2005 pulmonary function analysis system (version 2.0, bestlab, China). The change of pressure in the plethysmography chamber was measured by the port in the connecting tube with pressure sensor. FVC were used as indexes of pulmonary function.

### Isolation and culture of primary mouse lung fibroblasts

After the fresh lung tissue of mice treated with or without bleo was chopped, the tissue was digested in DMEM/F12 medium (Gibco) (containing 100 U/mL type I collagenase (C0130, Sigma), 2.5 mg/mL type IV collagenase (17104-019, Gibico), 0.3 mg/mL hyaluronidase (H4272, Sigma), and 0.1 mg/mL Dnase (DN25, Sigma)) for 2 h in 37 °C. 2% BSA was added and the suspension was centrifugated at 150 × *g* for 5 min. Then 10% fetal bovine serum DMEM/F12 medium was added, and cultured in a type I collagen (354236, Corning) coated cell culture dish at 37 °C and 5% CO_2_ for 2 days. The primary lung fibroblasts were cultured no more than 3 passages.

### Flow cytometry

Fresh lung tissue was used for flow cytometry. The fresh lungs of mice were cut and digested to prepare single lung cells, which were collected after centrifugation and filtered by 40 µm cell strainer. The cell proportion was analyzed by flow cytometry using PerCP-Cy™5.5 rat anti-mouse CD45 (561869, BD Biosciences, 1:100), PE/Cy7 anti-mouse CD31 Antibody (102418, Biolegend, 1:100), BV421 rat anti-mouse CD326 (563214, BD Biosciences, 1:100), PE anti-mouse Pdgfra (12-1401-81, Thermo Fisher, 1:100) or APC anti-mouse Pear1 (labeled APC in our lab with the labeling kit from Thermo Fisher #A20186). The expression of human PEAR1 on humanized mouse primary fibroblast was measured by flow cytometry using APC anti-human PEAR1 (FAB4527R, R&D Systems, 1:100). All the flow cytometry experiments were carried out on aria III, a public technology platform of Shanghai Jiaotong University. The flow cytometry data were analyzed using FlowJo software. The gating strategy of flow cytometry was provided in Supplementary Fig. 14.

### Masson staining

The lung samples were stained with the hematoxylin (517-28-2, Sangon, China) for 5 min. Then the sections were differentiated with ethanolic hydrochloric acid and rinsed to blue-black with flowing water; the Ponceau 2R (A600753, Sangon, China) and fuchsin acid (A610469, Sangon, China) was used to stain for 10 min, then sections were rinsed with distilled water, and differentiated with 1% phosphomolybdic acid (A600709, Sangon, China) for 2 min. The sections were stained with the brilliant green (A6110007, Sangon, China) for 5 min and were sealed with optical rubber. The sections were observed under a light microscope, and the image data were collected to calculate the volume fraction of collagen (The area of collagen deposition (%) = average collagen area/area of total field × 100).

### Plasmid construction and protein expression

The expression plasmids of 6×His tags human and mouse PEAR1 ECD (Extracellular domains) were constructed in pcdna3.1. Then the HEK293S cells were transfected by the plasmid with PEI (24765, Polyscience, China) and cultured in a serum-free suspension. The supernatant was extracted and the protein was purified by nickel column.

### Immunoprecipitation

Human or mouse fibroblasts were incubated in Cell lysis buffer (P0013J, Beyotime, China) with protease inhibitor (14001, Bimake) at 4 °C for 15 min and then centrifuged at 12,000 × *g* for 15 min. The lysates were then incubated with anti-human PEAR1 monoclonal antibody LF2 and LF3, anti-mouse PEAR1 monoclonal antibody LF1, anti-PP1 antibody (SC7482, Santa Cruze) overnight at 4 °C, respectively. Mouse IgG (5415, Cell Signaling Technology) was used as a negative control. On the next day, protein A/G agarose beads (SC2003, Santa Cruze) were added to the lysates and incubated for 3 h. Then the agarose beads were harvested and washed 3 times with PBS by centrifugation at 12,000 × *g* for 1 min, followed by boiling for 5 min at 100 °C in Samples were analyzed by Western blotting with the indicated antibodies.

### Detection of relevant protein expression by western blot

The primary fibroblasts were treated with TGFβ, FGF, PDGF (7666-MB, 3139-FB, 1447-PC, R&D Systems), or PP1 inhibitor Calyculin A (141784, Abcam) for 15 or 30 min, respectively. After 2 times of PBS washing, the total protein was extracted by lysate with protease inhibitor and phosphatase inhibitor. The total protein concentration was detected by BCA kit, and the protein was separated by 10% SDS-PAGE and then transferred to PVDF membrane. The 5% skimmed milk was used to block the protein at room temperature for 2 h, and then the primary antibodies were added and reacted at 4 °C overnight. On the second day, the corresponding second antibody was added and sealed at room temperature for 1 h, followed by the final step of ECL addition for exposure. The antibodies contain anti-p-Smad2/3 antibody (8828, Cell Signaling Technology, 1:1 K), anti-p-P38 antibody (9211, Cell Signaling Technology, 1:1 K), anti-p-ERK1/2 antibody (4370, Cell Signaling Technology, 1:2 K), anti-p-AKT antibody (4060, Cell Signaling Technology, 1:2 K), p-JNK antibody (4668, Cell Signaling Technology, 1:1 K), anti-GAPDH antibody (30201ES, Yeasen, China, 1:1 W), anti-rabbit IgG secondary antibody (305-035-003, Jackson ImmunoResearch, 1:1 W) and anti-mouse IgG secondary antibody (115-035-003, Jackson ImmunoResearch, 1:5 K).

### Platelet function assay

For platelet aggregation experiment, the washed platelets from *WT* and *Pear1*^*−/−*^ mice were diluted to 3 × 10^8^/mL with tyrode’s buffer. And the 300 µL platelet concentrates were stimulated with 1.5 µg/mL collagen (P/N385, Chrono-log) or 0.05 U/mL thrombin (HT4082A, Enzyme Research Laboratories) and measured using an aggregometer (Chrono-Log) according to the manufacturer’s protocol.

For detection of P-selectin exposure and JON/A binding in platelet, platelets (5 × 10^7^ platelets/mL) were stained with FITC-conjugated anti-mouse P-selectin antibody (553744, BD Biosciences, 1:100) or JON/A(PE) (M023-2, Emfret Analytics, 1:50) for 20 min at 37 °C in a 50 µL volume. The reaction was stopped by addition of 450 µL tyrode’s buffer and then analyzed by a flow cytometer.

For clot retraction, mouse platelets were processed as previously described^38^. Clot size was quantified from photographs using National Institutes of Health Image J software, and retraction was expressed as retraction ratio (1-[final clot size/initial clot size]).

### Matrigel tube formation

The capacity of pulmonary endothelial cells from *WT* and *Pear1*^*−/−*^ mice to form capillary-like structures (tubes) was evaluated using 96-well plates coated with BD Matrigel™ Basement Membrane Matrix (BD Biosciences). Endothelial cells were digested with accutase (Yeasen, China) and were seeded in Matrigel-coated wells at a density of 1 × 10^4^ cells/well and maintained in 1% FBS growth medium. Tubes were visualized using a Zeiss microscope and photographed. The total tube length was measured using Image J software.

### Single-cell RNA sequencing (scRNA-seq) assay

Fresh lung tissues derived from 5 mice per group were pooled for tissue digestion and single-cell isolation. All of the single-cell samples were processed in the same batch for tissue collection, flow cytometry sorting, single-cell isolation and library preparation, and sequencing. Mesenchymal cells (CD31^−^CD45^−^CD326^−^) were isolated from fresh lung using a negative sorting approach as described previously^21,39^. scRNA-seq assay was performed in Novogene (Nanjing, China). Single-cell suspensions were processed using the 10x Genomics Single Cell 3’ v3 RNA-seq kit. Cellular suspensions were loaded on a Chromium Controller instrument (10x Genomics) to generate single-cell Gel-Bead-in-Emulsions (GEMs), followed by single-cell partitioning and barcoding. RNA from the barcoded cells was subsequently reverse-transcribed and indexed for library construction according to the manufacturer’s instructions. Final libraries were sequenced on the NovaSeq platform (Illumina) to reach 98k–117k reads/cell. In summary, a total of 3.5G base paired-end reads were generated to screen 33355 cells.

### scRNA-seq raw data processing and unsupervised cell classification

We used Cell Ranger version 3.1 (10x Genomics) with STAR (version 2.7.2b) to process raw sequencing data in fastq format and align to mouse genome assembly GRCm38 (mm10). Seurat suite version 3.0 was used for downstream quality check, cell and gene feature filtering, and unsupervised clustering of cells^40^. Cells with >10% mitochondrial genes were considered as dead or stressed-out cells, and thus were removed. There was minimal ambient RNA contamination. We removed under-sequenced cells with nFeature_RNA < 300. To restrict doublets, we further removed cells with nFeature_RNA > 3500–5000 according to diverse sequencing depth in each sample. The 24,640 cells surviving quality control were combined, normalized, and classified into 18 clusters for cell marker phenotyping (Supplementary Fig. 3). We found 29.4% (7246/24640) of total cells were positive with at least one of CD31 (Pecam1), CD45 (Ptprc), or CD326 (Epcam) (Supplementary Fig. 3a–c, respectively). These 7246 cells in Cluster 1, 3, 5, 7–10, 13–17 were considered as leakage during flow cytometry sorting, and thus were removed from downstream analysis (Supplementary Fig. 3a–c).

After quality control and cell filtering, 17,934 mesenchymal cells were used for downstream data analysis. Cells across all experimental groups were combined and normalized to ensure the same sequencing depth. We used the first 20 principal components to perform UMAP (Uniform Manifold Approximation and Projection) and tSNE (t-distributed stochastic neighbor) analysis for dimension reduction and visualization. Seurat function ‘FindClusters’ with parameters “resolution = 0.8” and “dims.use = 1:20” were adopted in unsupervised clustering.

### Supervised annotation of single-cell clusters

We used three consecutive levels of supervised approach for single-cell annotation. We firstly used R package “scMCA” to define cell types in mouse based on single-cell digital expression in Mouse Cell Atlas v2.0 (http://bis.zju.edu.cn/MCA/)^40^. Because MCA v2.0 is derived from normal mouse cells, we next incorporated mouse lung mesenchymal cell types involved in bleo model of PF in our cell annotation. “CellAssign” is a probabilistic model that leverages prior knowledge of cell-type marker genes to annotate single-cell RNA sequencing data into predefined or de novo cell types^41^. It assigns cell types through unsupervised clustering followed by manual annotation or via ‘mapping’ to existing data. We retrieved cell type markers from previously published mouse bloe models^20,21^ and compiled into reference dataset for “CellAssign” mapping with criterion of probability ≥90%. Finally, due to the heterogeneous progenitors and sources of myofibroblasts, we used the molecular cell atlas of the human lung to manually refine the Acta2^+^ (α-SMA^+^) cell types defined by MCA v2.0^23^. Marker genes across all clusters or between two clusters were identified using Seurat ‘FindMarkers’ with parameter “min.pct=0.5”.

### Bulk tissue RNA-Seq

We used flow cytometry to sort out Pdgfra^+^ cells from mouse lungs. Total RNAs were isolated from the sorted cells with TRIzol™ reagent (Invitrogen) according to the manufacturer’s protocol. RNA quality was evaluated using Bioanalyzer (Agilent, Santa Clara, CA). All RNA samples displayed RNA Integrity Number (RIN) > 8.5. SMART-Seq v4 Ultra Low Input RNA Kit (Clontech Laboratories, Inc.) was used for generating high-quality, full-length cDNA from low amount of RNA. TruePrep TM DNA Library Prep Kit V2 for Illumina (Vazyme TD502) was used for library construction. HiSeq X10 from Illumina was used for sequencing, reads mode is double-ended queue 151 bp, quantity is Q30 > = 90%.

### RNA-seq raw data process

Raw reads in .fastq format were aligned to the mouse genome assembly GRCm38 (mm10) using HISAT2 RNA-sequencing alignment software^42^. The aligned .bam files were mapped to mouse reference transcriptome (version mm10). The abundance of transcripts was summarized into CPM (counts-per-million reads). Raw counts data were normalized using variance stabilizing transformation (VST) method implemented in R/Bioconductor “DEseq2” package^43^.

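Beside the raw counts, the authors deposited a table of normalized values for the same genes and libraries. In each of the 12 libraries, 100% of the genes with a count have the same ratio of count to normalized value. These ratios, from 0.825 to 1.16, equal the size factors that DESeq2 computes from the counts, with a largest relative difference of 1.09e-10. The deposited normalized values are therefore on the linear scale of counts and are not VST values. Wherever VST values are used for the bulk RNA-seq, they were computed from the deposited counts with DESeq2.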

### Sample classification and differential expression profiling

Sample and gene clustering were performed using R/Bioconductor package ‘ComplexHeatmap’, and “Seurat” function “DoHeatmap”. Differentially expressed genes (DEGs) between experiment groups were identified using the empirical Bayes (eBayes) moderated two-sided t-test implemented in the R/Bioconductor package “limma“^44^. The criteria for significance were set to fold change >2 and false discovery rate (FDR) < 0.05 for multiple comparisons adjustment. DEGs between two experiment conditions were listed in Supplementary Data 1.

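Supplementary Data 1 lists, for *WT* bleo against *WT* vehicle, the log2 values of the 6 libraries of these groups and the paper's log2 fold change and FDR for each gene. The part available for comparison holds 1324 genes, with 21339 more in the rest of the sheet. Of the 1324, the paper's fold change and FDR pass its criteria for 1260, and 1181 of these were among the genes tested with edgeR. Of the 1181, 1180 passed both criteria in edgeR's test, all 1180 in the paper's direction. Nearly all genes of this part pass the paper's criteria, so the comparison does not extend to the rest of the sheet. The edgeR log2 fold change minus the paper's had a median of 0.00798 and quartiles of 0.000734 and 0.0122. The log2 values listed per library equal the log2 of the deposited normalized values, with values below 1 set to 1, to within 0.005.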

### Pathway analysis

We used R package “rWikiPathways” for pathway analysis of cluster markers or DEGs between experiment conditions^45^. Top 10 Biological Process of Gene Ontology (GO) and KEGG pathways enriched with DEGs were reported for the selected clusters or condition with criterion of with FDR < 0.01. Threshold-free pathway analysis based on the differential expression rank of all genes was performed using R package “rWikiPathways” or Gene Set Enrichment Analysis (GSEA) software^46^.

### The preparation of monoclonal antibody for mouse and human PEAR1

We first constructed a plasmid, transfected the cultured HEK293S cells to express the 6×his labeled mouse PEAR1 extracellular segment (leu19-ser754) protein, purified by nickel column, and then immunized *Pear1*^*−/−*^ mice with immune adjuvant. After the standard immune process, the spleen of mice was isolated, and then the monoclonal hybridoma was prepared by standard single clone antibody preparation technology, and enzyme-linked immunosorbent assay (ELISA) was used to screen monoclonal antibody hybridoma which can bind to mouse PEAR1. There were 137 monoclonal hybridoma cell lines which can secrete and bind to mouse PEAR1. By using qPCR method to detect the effect of antibody on the expression level of extracellular matrix protein in mouse pulmonary fibroblasts in vitro, it was found that LF1, a monoclonal antibody, could significantly suppress the synthesis of multiple ECMs by pulmonary fibroblasts. We also constructed a 6×his labeled human PEAR1 extracellular segment (leu21-ser754) plasmid, transfected HEK293S cells in suspension culture, purified by nickel column, mixed with immune adjuvant, immunized BALB/c mice, separated the spleen of mice through immune standard process, and then prepared monoclonal hybridoma cells by standard single clone antibody preparation technology, and screened the hybridoma cells that can combine with human PEAR1 by ELISA. Among them, 53 monoclonal hybridoma cell lines can secrete antibodies binding to human PEAR1. Among them, we found that 14 antibodies can suppress the expression of extracellular matrix protein in human lung fibroblasts. Then, in order to reduce the immunogenicity of the antibody in human, one antibody named LF2 was humanized. In order to avoid the platelet clearance induced by antibody-mediated ADCC/ADCP effect and resulting in serious side effects, the human IgG4 subtype was selected. And the S228P mutation was introduced into the Fc region to prevent the fab change and stabilize the IgG4 molecule^47^.

### Evaluation of the function of LF2 in human fibroblast in vitro

Normal lung fibroblasts (HFL1; ATCC, CCL-153) and PF fibroblasts HFL1 (ATCC; PCS-201-020) were used to detect the function of LF2 mab in vitro. PF fibroblasts and HFL1 were serum-starved for 12–16 h when the cells were grown to 60% confluence. Then cells were pre-incubated for 1 h with LF2 before the stimuli of human TGFβ (10 ng/ml, 240-B, R&D Systems). After treatment for 48 h, the relative expression level of mRNA (POSTN, TIMP1, α-SMA, FN1) was detected. This study was approved by the Institutional Review Board on Human Subjects Research and Ethics Committees (Shanghai Jiao Tong University School of Medicine).

### Statistical method

For scRNA sequencing statistical analysis, Pathway overrepresentation analysis was performed using R package “rWikiPathways”^45^. *P* values are calculated using one-sided Fisher’s exact test. Multiple comparisons are adjusted using Benjamini–Hochberg method. DEGs between experiment groups were identified using the empirical Bayes (eBayes) moderated two-sided t-test implemented in the R/Bioconductor package “limma”^44^. For statistical analyses of other experiment results, Prism 8 software was used. Two-tailed unpaired Student’s t test was used for the comparison between two groups. Comparisons among multiple groups were performed using one-way ANOVA followed by Tukey multiple comparison test. Data are shown as mean ± standard deviation (SD). In all data comparison, *P* value less than 0.05 is considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The raw reads for scRNA-seq in fastq format have been deposited in Sequence Read Archive (SRA) database under accession number SRP335961. The processed data and meta data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE183545. The raw reads data for bulk tissue RNA-seq were deposited in Sequence Read Archive (SRA) database under BioProject accession number PRJNA749378, and the raw expression data and normalized data were deposited in Gene Expression Omnibus (GEO) under accession number GSE183657. All other data are available in the article and its supplementary files or from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: PEAR1 regulates expansion of activated fibroblasts and deposition of extracellular matrix in pulmonary fibrosis
**Source:** Nat Commun. 2022 Nov 19;13:7114. doi: 10.1038/s41467-022-34870-w
**Supplement:** Supplementary file 1 — Supplementary Information

# 1 Supplementary figures and figure legends

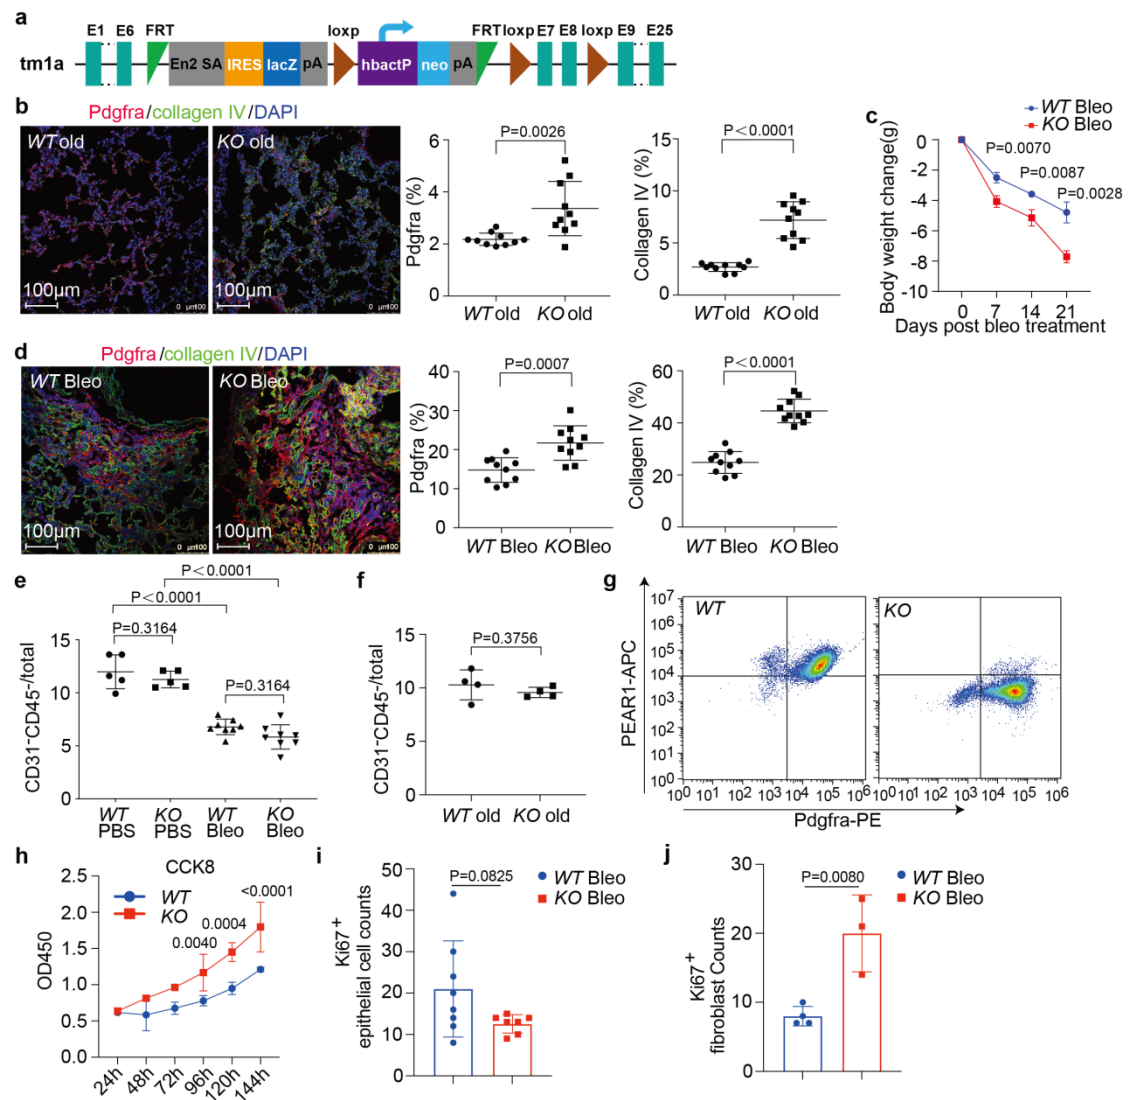

**Supplementary Fig.1| *Pearl1* deficiency exacerbated PF and promoted proliferation of mesenchymal cells. a,**

Schematic of the “knockout first” targeting strategy used for generating *Pearl1*<sup>-/-</sup> mice. FRT: Flp-recombinase target,

En2 SA: Engrailed-2 splice acceptor, pA: SV40 polyadenylation signal, neo: Neomycin resistance gene, IRES:

internal ribosome entry site. **b**, Representative images of immunofluorescence staining on lung sections from 12-

month-old *WT* mice and *Pearl1*<sup>-/-</sup> mice for Pdgfra (red), collagen IV (green) and DAPI (blue). The fluorescence

positive area was calculated (n=10 mice per group). (Scale bars, 100 μm). **c**, Body weight loss of *WT* and *Pearl1*<sup>-/-</sup>

mice induced by 2 μg/g bleo (n=10 mice per group). **d**, Representative images of immunofluorescence staining on

lung sections from *WT* mice and *Pearl1*<sup>-/-</sup> mice on day 21 after bleo treatment for Pdgfra (red), collagen IV (green)

and DAPI (blue). The fluorescence positive area was calculated (n=10 mice per group). (Scale bars, 100 μm). **e**, The

proportion of CD45<sup>+</sup>CD31<sup>-</sup> cells were analyzed in the lung tissue of *WT* and *Pearl1*<sup>-/-</sup> mice with or without treatment

of bleo (n=5 mice in PBS group; n=8 mice in bleo group). **f**, The proportion of CD45<sup>+</sup>CD31<sup>-</sup> cells were analyzed in

the lung tissue of 12 month old *WT* and *Pearl1*<sup>-/-</sup> mice (n=4 mice in each group). **g**, The expression of PEAR1 in

cultured primary fibroblasts isolated from *WT* and *Pearl1*<sup>-/-</sup> lung tissue was detected by flow cytometry with the

APC anti-mouse PEAR1 antibody and PE anti-Pdgfra antibody. **h**, CCK8 assay of culture fibroblasts isolated from

*WT* and *Pearl1*<sup>-/-</sup> mice. **i**, **j**, Ki67 staining was performed in lung sections from *WT* and *Pearl1*<sup>-/-</sup> mice (n=8 mice in

*WT* and n=8 mice in *Pearl1*<sup>-/-</sup> group of Ki67<sup>+</sup> epithelial cell counts; n=4 mice in *WT* and n=3 mice in *Pearl1*<sup>-/-</sup> group

of Ki67<sup>+</sup> fibroblast counts). The podoplanin, Pdgfra was co-stained for indicating epithelial cells (i) and fibroblasts (j), respectively. For b, c, f, h, i, j, two-tailed t test was used. For e, one-way ANOVA was used. Data are presented as mean ± SD. Source data are provided as a Source Data file.

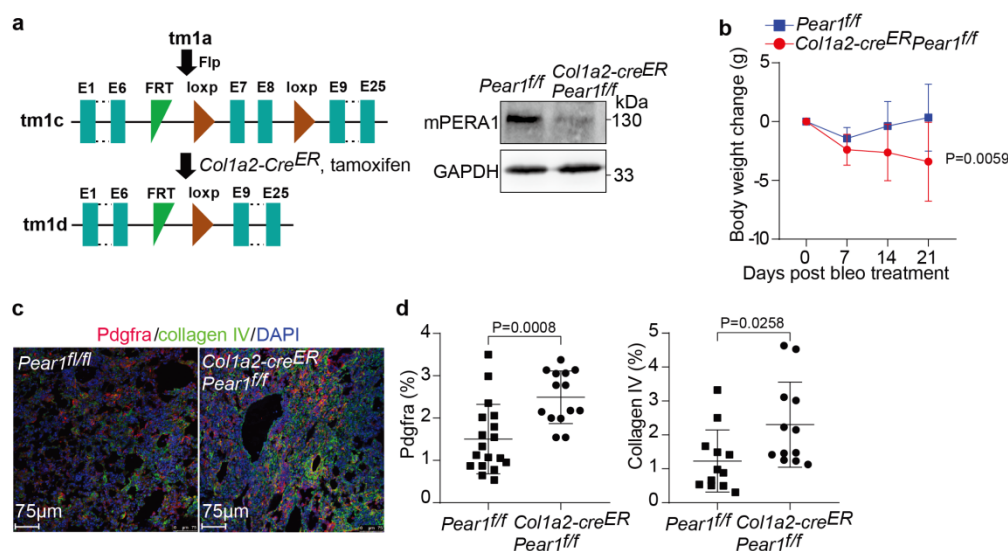

**Supplementary Fig. 2| *Pear1* deficiency exacerbate PF by direct regulation of mesenchymal cells function.** **a**, Construction of mesenchymal cell specific *Pear1* knockout mice. *Pear1<sup>tm1c/+</sup>* (*Pear1<sup>fl/wt</sup>*) allele was produced by crossing *Pear1<sup>tm1a/tm1a</sup>* with a globe Flp transgenic mouse strain. *Pear1<sup>tm1d/+</sup>* (*Col1a2-cre<sup>ER</sup>Pear1<sup>fl/wt</sup>*) allele was generated by mating *Pear1<sup>tm1c/tm1c</sup>* with a *Col1a2-cre<sup>ER</sup>* transgenic mouse strain. After 7 days post tamoxifen-inducing, the deficiency of PEAR1 in lung fibroblasts was evaluated by western blotting. The experiments were repeated three times and the results were similar. **b**, Body weight loss of *Pear1<sup>fl/fl</sup>* and *Col1a2-cre<sup>ER</sup>Pear1<sup>fl/fl</sup>* mice induced by 1.5 μg/g bleo through endotracheal atomization (n=7 mice in *Pear1<sup>fl/fl</sup>* group; n=5 mice in *Col1a2-cre<sup>ER</sup>Pear1<sup>fl/fl</sup>* group). **c**, Representative images of immunofluorescence staining on lung sections from *Pear1<sup>fl/fl</sup>* and *Col1a2-cre<sup>ER</sup>Pear1<sup>fl/fl</sup>* mice on day 21 after bleo treatment for Pdgfra (red), collagen IV (green) and DAPI (blue). (Scale bars, 75 μm). **d**, The fluorescence positive area of Pdgfra and collagen IV was calculated by Image J software and statistics were performed using GraphPad (n=10 mice per group). For **b**, **d**, two-tailed t test was used. Data are presented as mean ± SD. Source data are provided as a Source Data file.

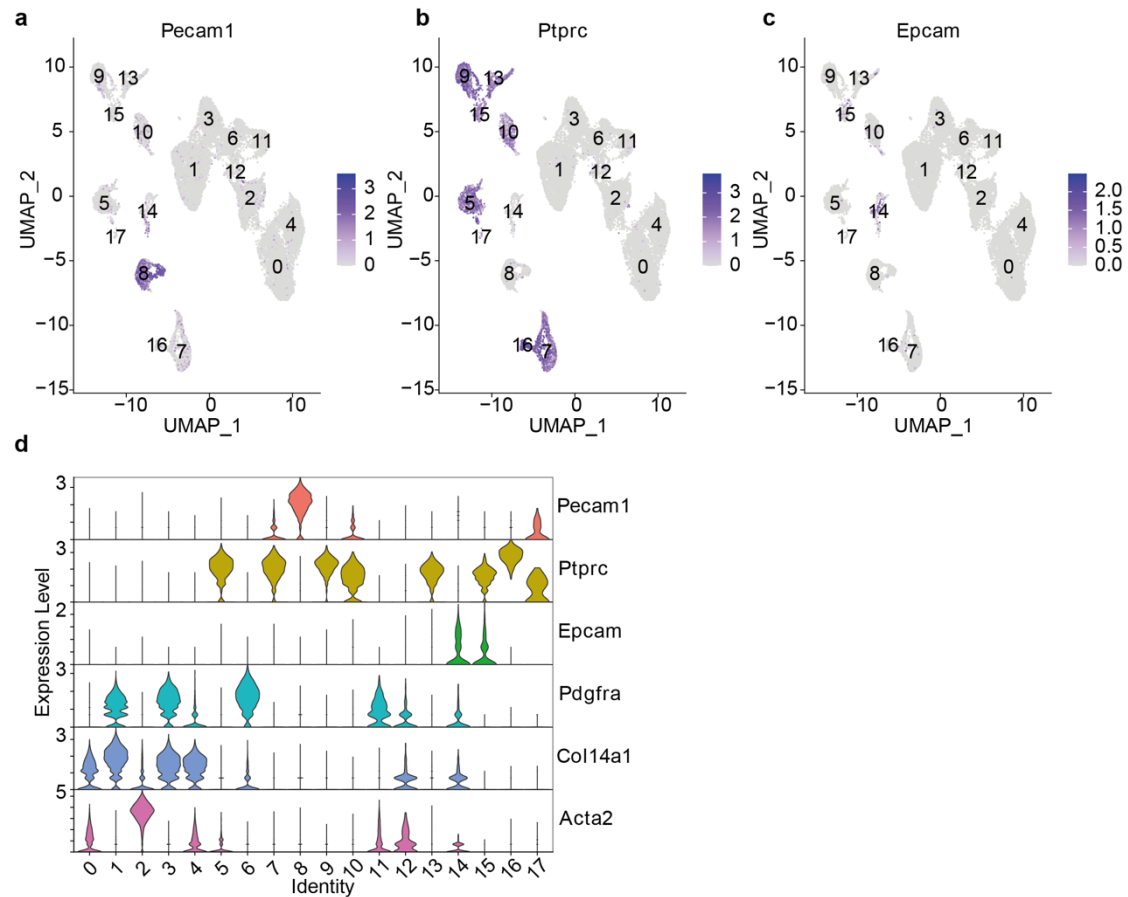

**Supplementary Fig. 3| Evaluation of mesenchymal cell selections.** a-d, Flow cytometry with three markers, *Pecam1* (CD31), *Ptprc* (CD45) and *Epcam* (CD326) was used to filter out positive cells. Cells without the markers were used for scRNA-seq. Leakage for cell filtering was found in Cluster 8 for CD31 (a), Cluster 5, 7, 9, 10, 13, 15, 16, 17 for CD45 (b), and Cluster 14 and 15 for CD326 (c). The rest clusters were confirmed to be negative with the three markers, but positive with markers for mesenchymal cells (d).

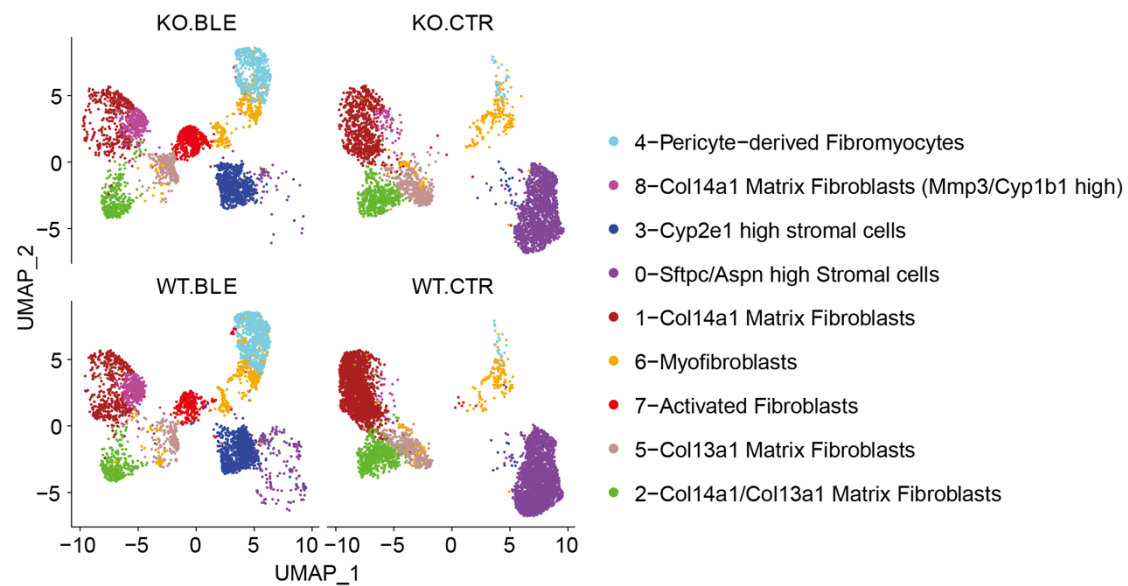

**Supplementary Fig. 4| UMAP of cell clusters for each experiment condition.** Significantly enlarged cell clusters 3, 4, 7 were identified in bleo-treated animals compared to controls.

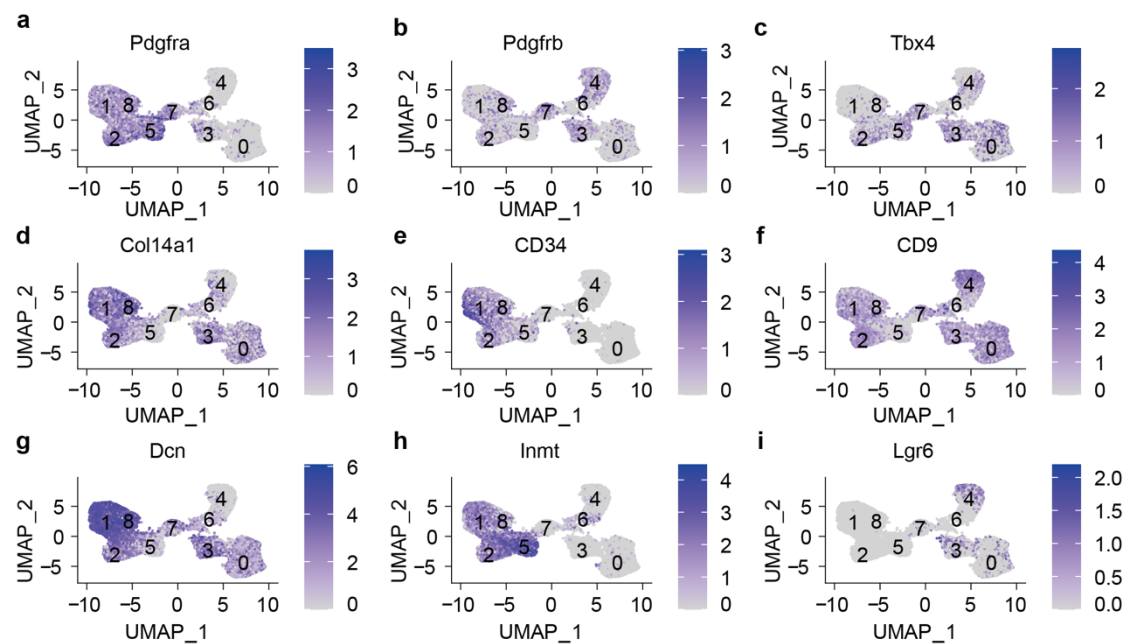

**Supplementary Fig. 5| UMAP of Feature plot of universal mesenchymal cell (MSC) markers.** a-i, MSC markers in each cluster of the combined samples. Blue bar on left side of each plot represents the scaled expression levels of the corresponding gene. Annotation of cell clusters: 0-Sftpc/Aspn high Stromal cells, 1-Col14a1 Matrix Fibroblasts, 2-Col14a1/Col13a1 Matrix Fibroblasts, 3-Cyp2e1 high stromal cells, 4-Pericyte-derived Fibromyocytes, 5-Col13a1 Matrix Fibroblasts, 6-Myofibroblasts, 7-Activated Fibroblasts, 8-Col14a1 Matrix Fibroblasts (Mmp3/Cyp1b1 high).

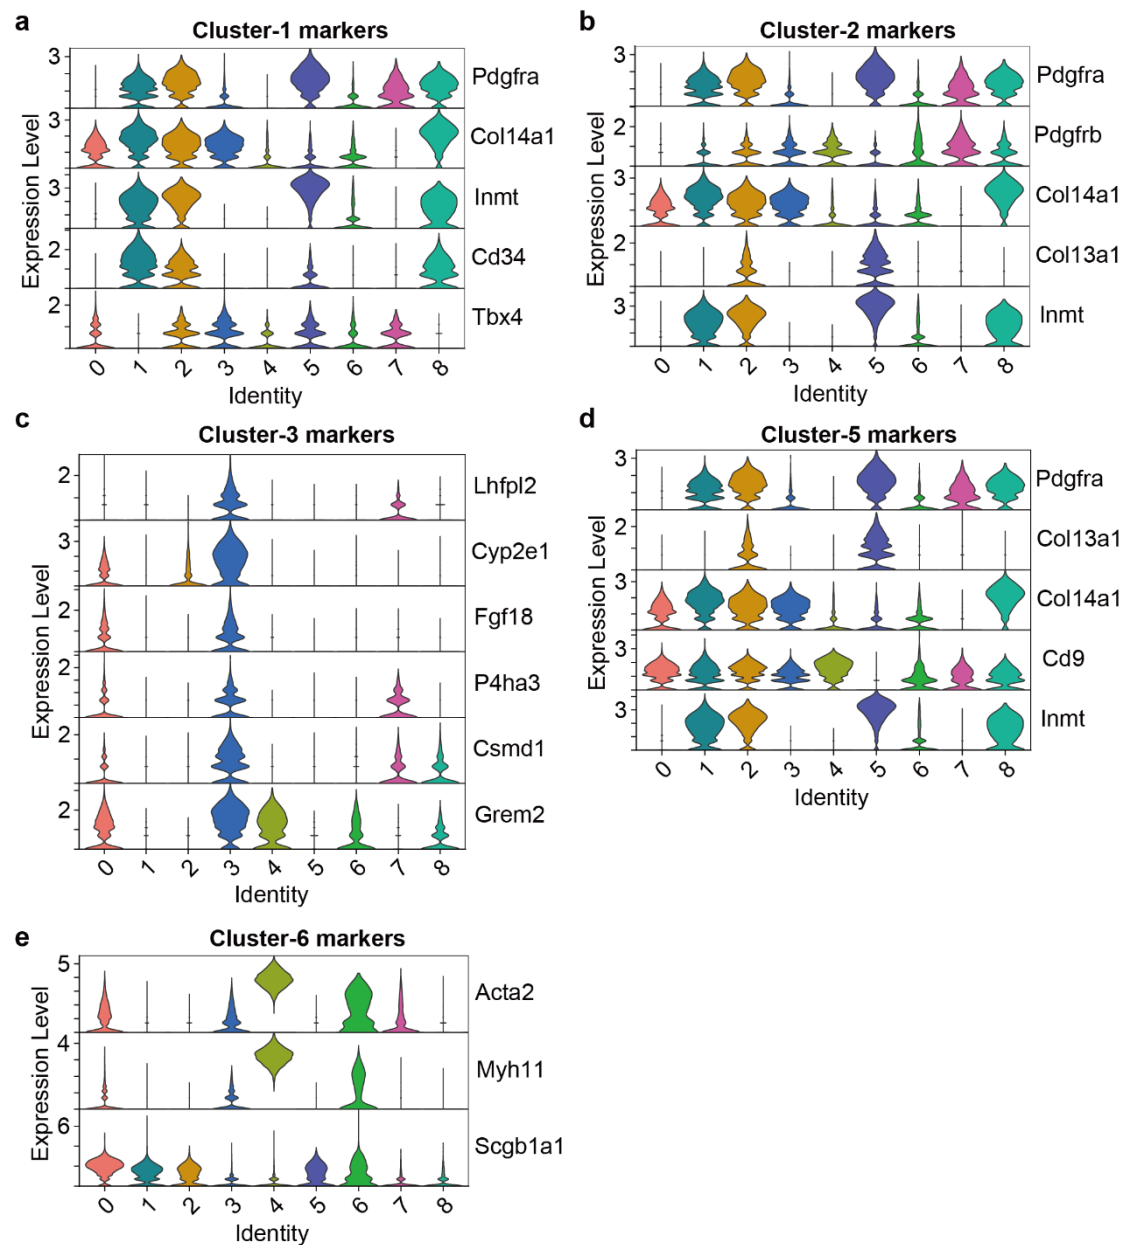

**Supplementary Fig. 6| Violin plot of the expression levels of cluster markers. a-e, Markers for Cluster 1, 2, 3, 5, 6. Y-axis indicates the scaled expression levels of the corresponding genes. X-axis represents cell clusters: 0-Sftpc/Aspn high Stromal cells, 1-Col14a1 Matrix Fibroblasts, 2-Col14a1/Col13a1 Matrix Fibroblasts, 3-Cyp2e1 high stromal cells, 4-Pericyte-derived Fibromyocytes, 5-Col13a1 Matrix Fibroblasts, 6-Myofibroblasts, 7-Activated Fibroblasts, 8-Col14a1 Matrix Fibroblasts (Mmp3/Cyp1b1 high).**

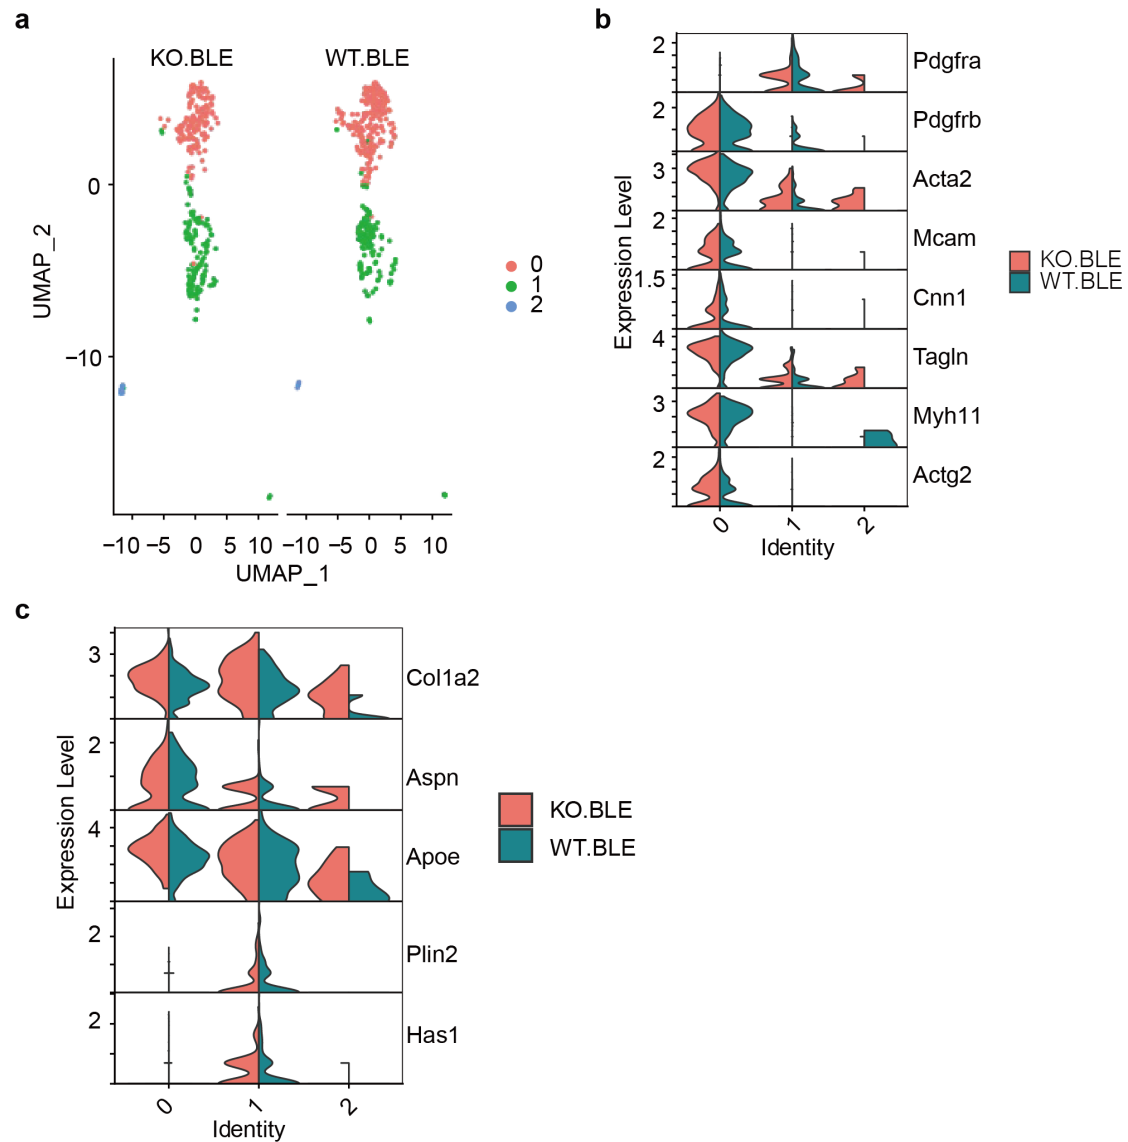

**Supplementary Fig. 7| Subcluster and annotation of cluster 6.** **a**, Two major subclusters (0 & 1) were identified in cluster 6. The percentage of each subclusters in the corresponding samples are shown on the right side. **b**, markers for subcluster 0; **c**, markers for subcluster 1.

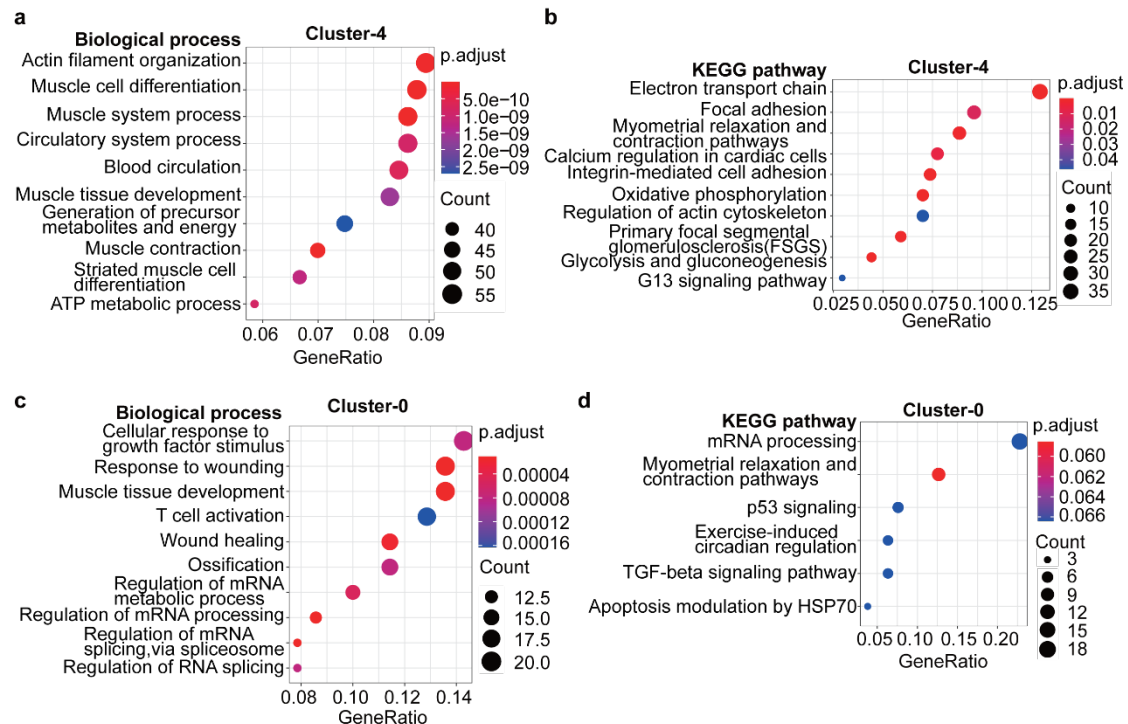

**Supplementary Fig. 8| Functional enrichment analysis of cluster 4 genes and cluster 0 genes. a, b, Top 10 significant GO biological process (a) and top 10 significant KEGG pathways (b) of cluster 4 genes in *Pearl*<sup>-/-</sup> Bleo mice. c, d, Top 10 significant GO biological process (c) and top 10 significant KEGG pathways (d) of cluster 0 genes in *WT* Ctrl mice. Pathway overrepresentation analysis was performed using one-sided Fisher's exact test. Multiple comparisons were adjusted using Benjamini-Hochberg method, as indicated by the p.adjust on right panel.**

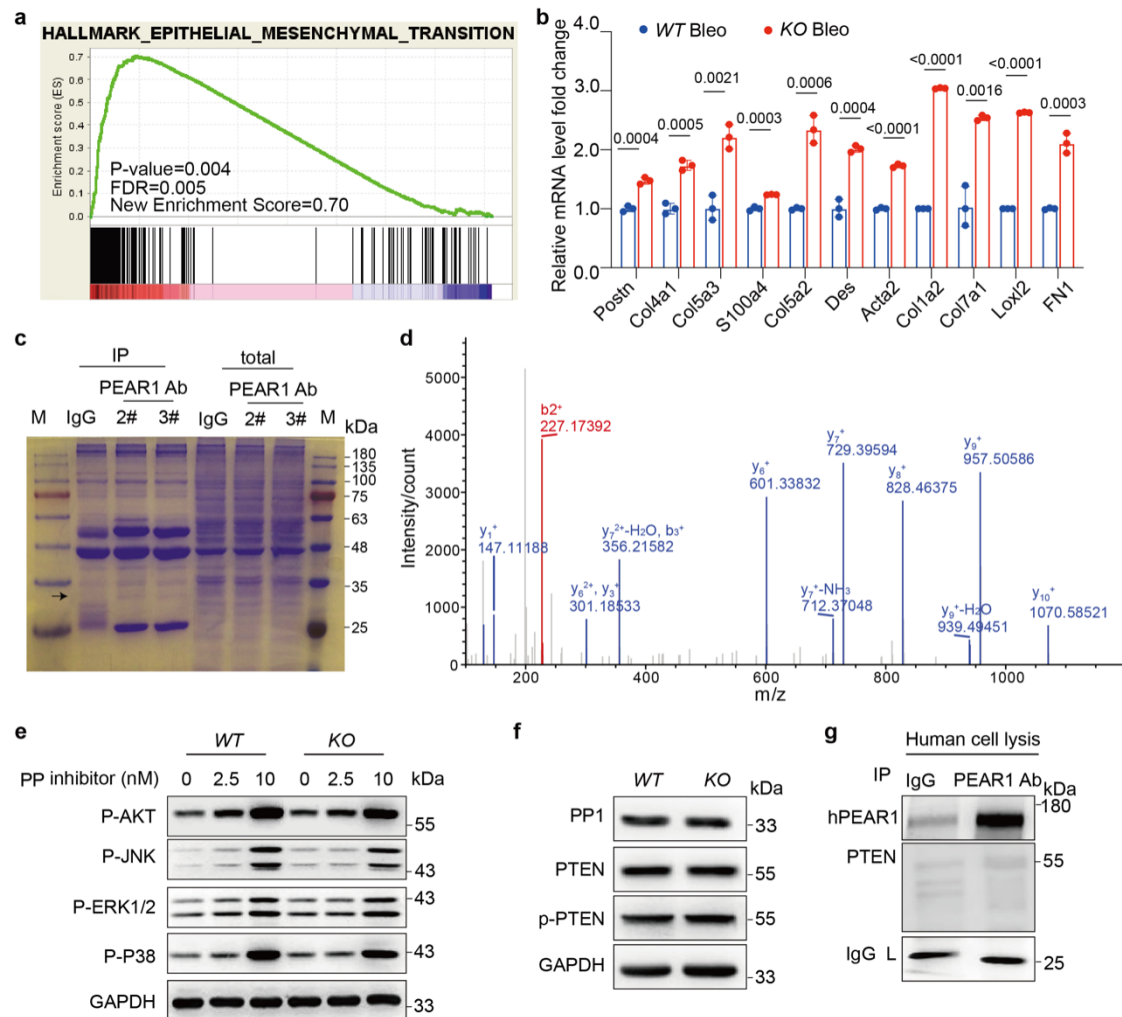

**Supplementary Fig. 9| PEAR1 associated with PP1 to suppress fibrotic factor induced fibroblast activation.**

**a**, EMT markers were significantly enriched in *Pear1*<sup>-/-</sup> (KO) Bleo compared to *WT* Bleo (FDR=0.005). **b**, Confirmation of the increased expression levels of EMT markers by qPCR in *Pear1*<sup>-/-</sup> Bleo compared to *WT* Bleo. **c**, The possible associated proteins of PEAR1 in fibroblast was studied by immunoprecipitation of PF fibroblasts with anti-PEAR1 antibody. 

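Panel a ranks genes by their difference between *Pear1*-/- bleo and *WT* bleo in the RNA-seq of sorted Pdgfra+ cells and asks whether EMT genes gather at one end of that ranking. With genes ranked by edgeR's signed F statistic and 10000 permutations of genes by fgsea, the 53 genes of Fig. 3d had a normalized enrichment score of 2.10. These genes were chosen by the paper's GSEA of the same contrast, so the score is not an independent repeat of panel a. Panel b plots mRNA levels from qPCR relative to *WT* bleo for 11 genes, with 3 values per group in the source data. The third value of each group equals the geometric mean of the other 2 to within 5.3e-06 on the log2 scale. It therefore adds no information to the other 2. For each of the 11 genes, the paper's qPCR mean was higher in *Pear1*-/- bleo, by log2 ratios from 0.31 for *S100a4* to 1.61 for *Col1a2*. In the RNA-seq libraries labelled *Pear1*-/- bleo all 11 were higher than in *WT* bleo as well, by log2 fold changes from 0.75 for *S100a4* to 2.06 for *Col5a3*, and 9 passed both criteria. In the same comparison *Ppp1ca* (ENSMUSG00000040385), the gene of the protein identified in panel d, had a log2 fold change of 0.21 (adjusted p = 0.0222), with an adjusted p of 0.0504 from limma on the deposited normalized values.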

The different bands below 63kd and around 35kd between IgG control and Pearl1 antibody in Coomassie brilliant blue staining were cut off and the protein were identified by mass spectrometry. The experiments were repeated three times and the results were similar. **d**, Mass spectrometric identification of protein phosphatase 1 catalytic subunit alpha (PP1 $\alpha$ ). **e**, The phosphorylation levels of AKT, P38 ERK1/2 and JNK1/2 were evaluated in cultured fibroblasts isolated from *WT* and *Pear1*<sup>-/-</sup> mice incubated with 2.5 nM or 10 nM PP1 inhibitor for 15 minutes, respectively. The experiments were repeated three times and the results were similar. **f**, The levels of PP1, PTEN, p-PTEN were evaluated in cultured fibroblasts isolated from *WT* and *Pear1*<sup>-/-</sup> mice. The experiments were repeated three times and the results were similar. **g**, No binding between PEAR1 and PTEN were detected by immunoprecipitation in cultured PF fibroblasts. The experiments were repeated three times and the results were similar. For **a**, one-sided Fisher's exact test was used. For **b**, two-tailed t test was used. Data are presented as mean  $\pm$  SD. Source data are provided as a Source Data file.

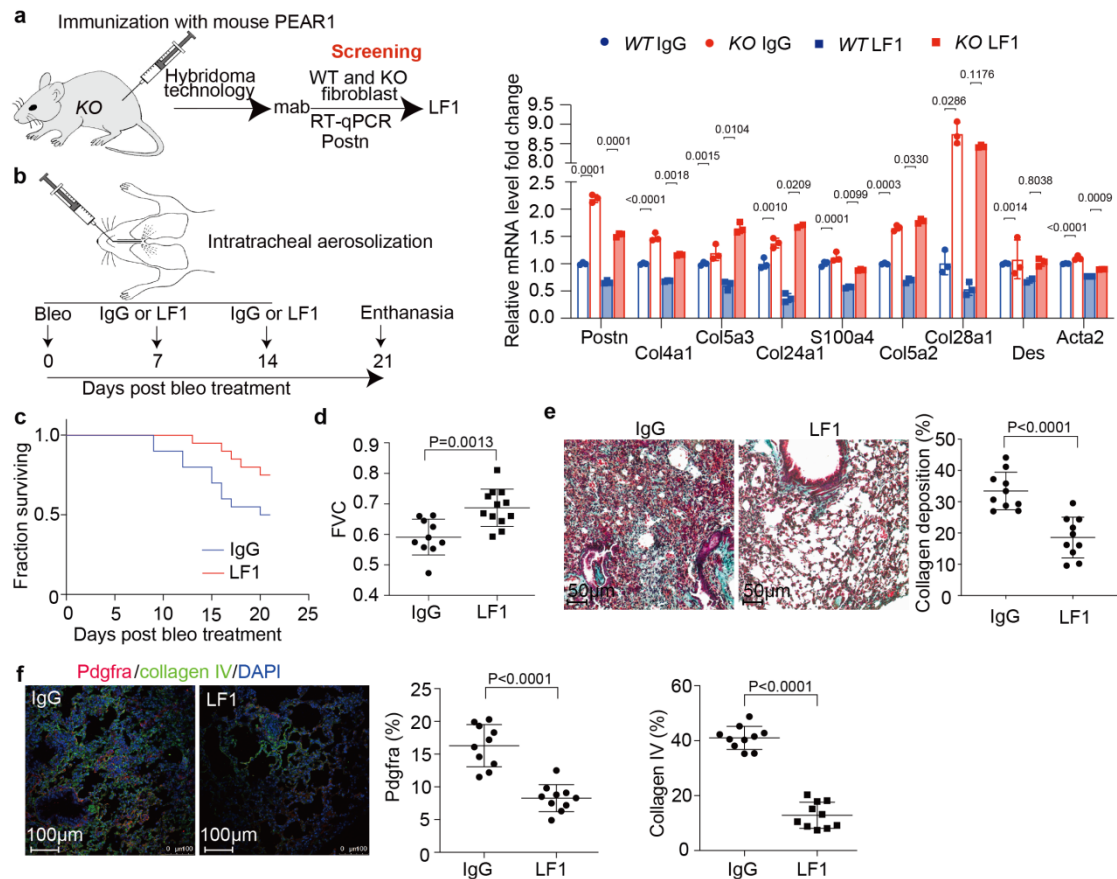

**Supplementary Fig. 10| Monoclonal antibody target mouse PEAR1 for PF therapy.** **a**, Preparation and screening strategies of anti-mouse PEAR1 monoclonal antibodies. An effective monoclonal antibody named as LF1 was identified, and qPCR results showed that LF1 can effectively inhibit the synthesis of extracellular matrix proteins in pulmonary fibroblasts in a PEAR1-dependent manner ( $n=3$  biologically independent samples in each group). **b**, A flow chart of evaluating the roles of LF1 in bleo-induced lung fibrosis *in vivo*. LF1 is mouse IgG1 isotype, and mouse IgG1 was used as a negative control. **c**, The survival curves of *WT* mice treated with 1 mg/kg anti-PEAR1 monoclonal antibody LF1 induced by 1.5  $\mu\text{g/g}$  bleo through endotracheal atomization ( $n=20$  mice per group). **d**, FVC was measured in *WT* mice treated with LF1 or IgG on day 21 after bleo treatment ( $n=10$  mice in IgG group;  $n=12$  mice in anti-PEAR1 group). **e**, Representative images of masson staining on lung sections from *WT* mice treated with LF1 on day 21 after bleo treatment. Green represents collagen deposition. The collagen area was calculated by Image J software and statistics were performed using GraphPad ( $n=10$  mice per group). (Scale bars, 50  $\mu\text{m}$ ). **f**, Representative images of immunofluorescence staining on lung sections from *WT* mice treated with LF1 on day 21 after bleo treatment for Pdgfra (red), collagen IV (green) and DAPI (blue). (Scale bars, 100  $\mu\text{m}$ ). The fluorescence positive area was calculated by Image J software and statistics were performed using GraphPad ( $n=10$  mice per group). For **d-f**, two-tailed t test was used. Data are presented as mean  $\pm$  SD. Source data are provided as a Source Data file.

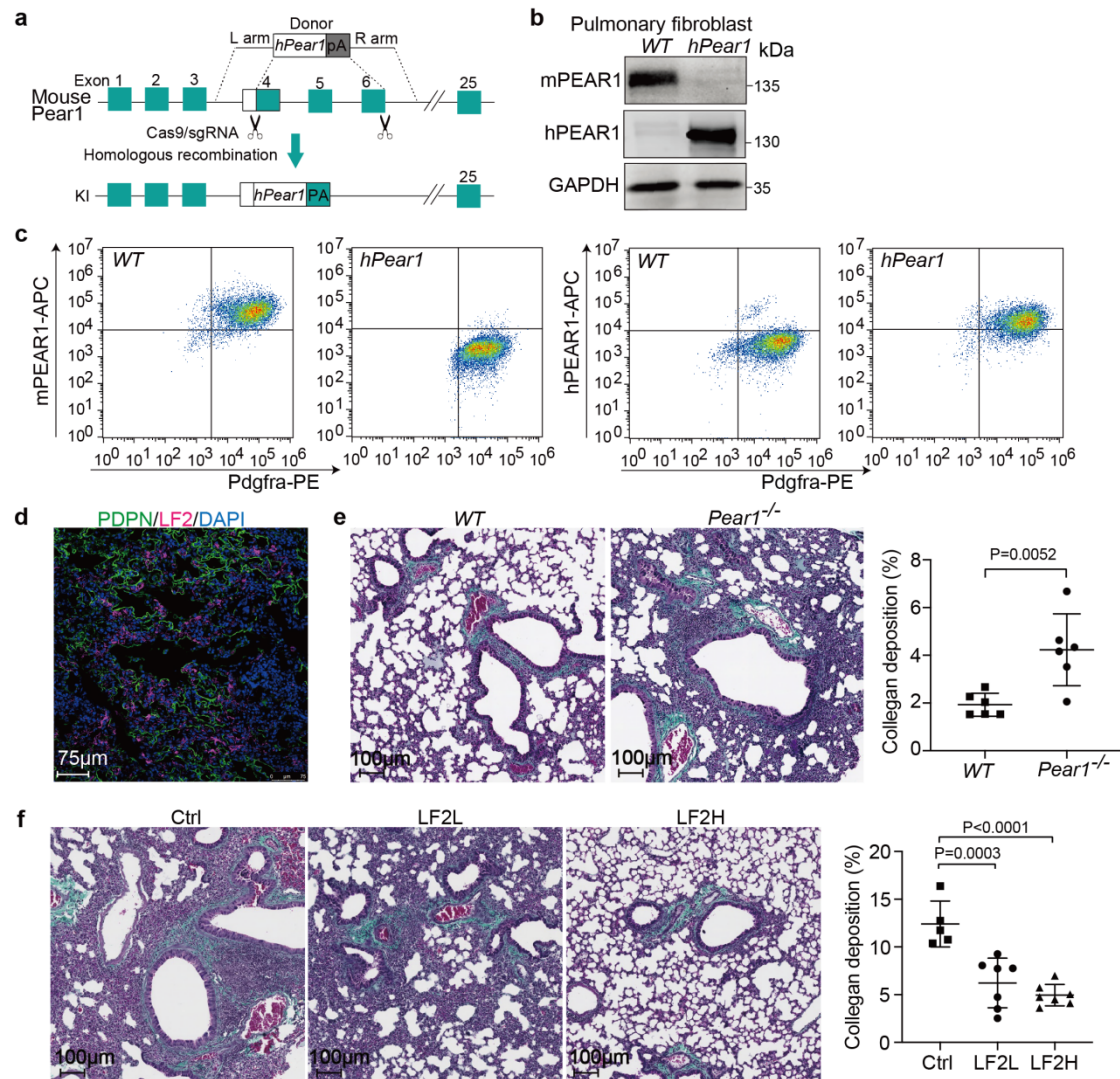

**Supplementary Fig. 11| Construction of human *Pear1* transgenic mouse and evaluation of the function of LF2 in PF.** **a**, Schematic diagram of humanized *Pear1* mouse construction. The exon 4-6 of mouse *Pear1* was replaced by human *Pear1* cDNA, and SV40 poly A transcription termination signal was added after human *Pear1* cDNA to ensure that mouse *Pear1* is completely replaced by human *Pear1*. **b**, **c**, The expression levels of human PEAR1 and mouse PEAR1 in lung fibroblasts from humanized *Pear1* mice were detected by western blot (**b**) and flow cytometry (**c**). The experiments were repeated three times and the results were similar. **d**, Representative image of the distribution of LF2. Intratracheal aerosolization of VivoTag 645-labeled LF2 (1mg/kg) into the mice on day 14 after bleo treatment. The lungs were obtained at 48h after LF2 administration, and the sections were co-stained with PDPN for indicating epithelial cells and DAPI. (Scale bars, 75  $\mu$ m). **e**, Representative images of masson staining on lung sections from *WT* mice and *Pear1*<sup>-/-</sup> mice on day 23 after 0.4 mg/kg amiodarone administration. Green represents collagen deposition. The collagen area was calculated by Image J software and statistics were performed using GraphPad (n=6 mice per group). (Scale bars, 100  $\mu$ m). **f**, Representative images of masson staining on lung sections from Ctrl (Saline) group mice, LF2L (0.5 mg/kg) and LF2H (1 mg/kg) group mice on day 23 after 0.8 mg/kg amiodarone administration. The collagen area (green) was calculated by Image J software and statistics were performed using GraphPad (n=5 mice in Ctrl group; n=7 mice in LF2L group; n=7 mice in LF2H group). (Scale bars, 100  $\mu$ m). For **e**, two-tailed t test was used. For **f**, one-way ANOVA was used. Data are presented as mean  $\pm$  SD. Source data are provided as a Source Data file.

1

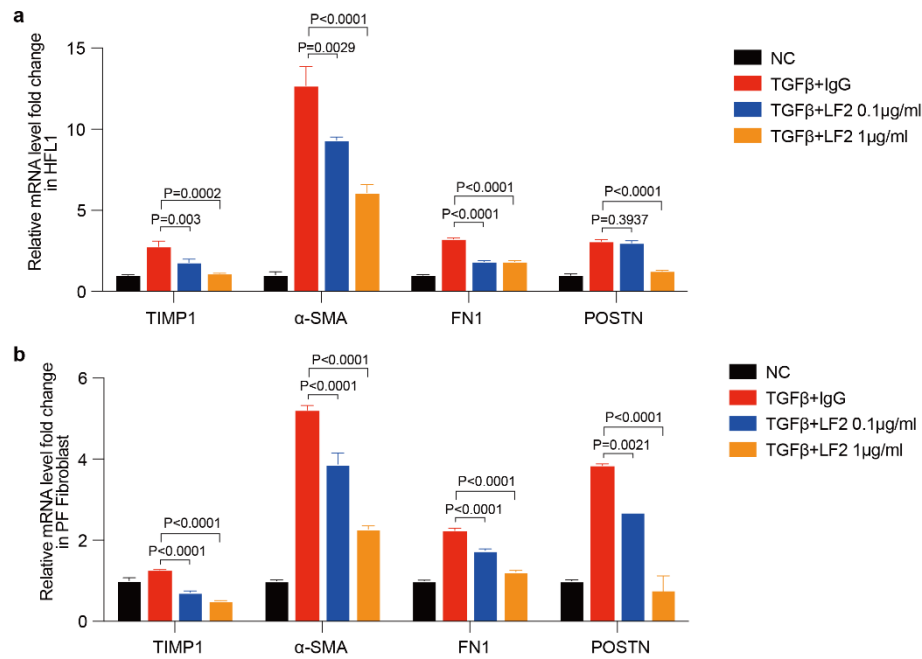

2

3 **Supplementary Fig. 12| The function of LF2 on HFL1 and PF fibroblasts. a, b,** Relative mRNA expression levels  
 4 of ECM genes in HFL1 (**a**) and PF fibroblasts (**b**) incubated with 0.1 μg/mL or 1 μg/mL LF2 and stimulated by TGFβ  
 5 for 48 hours (n=3 biologically independent samples in each group). Human IgG4 was used as an isotype control for  
 6 LF2. For **a-b**, one-way ANOVA was used. Data are presented as mean ± SD. Source data are provided as a Source  
 7 Data file.

8

9

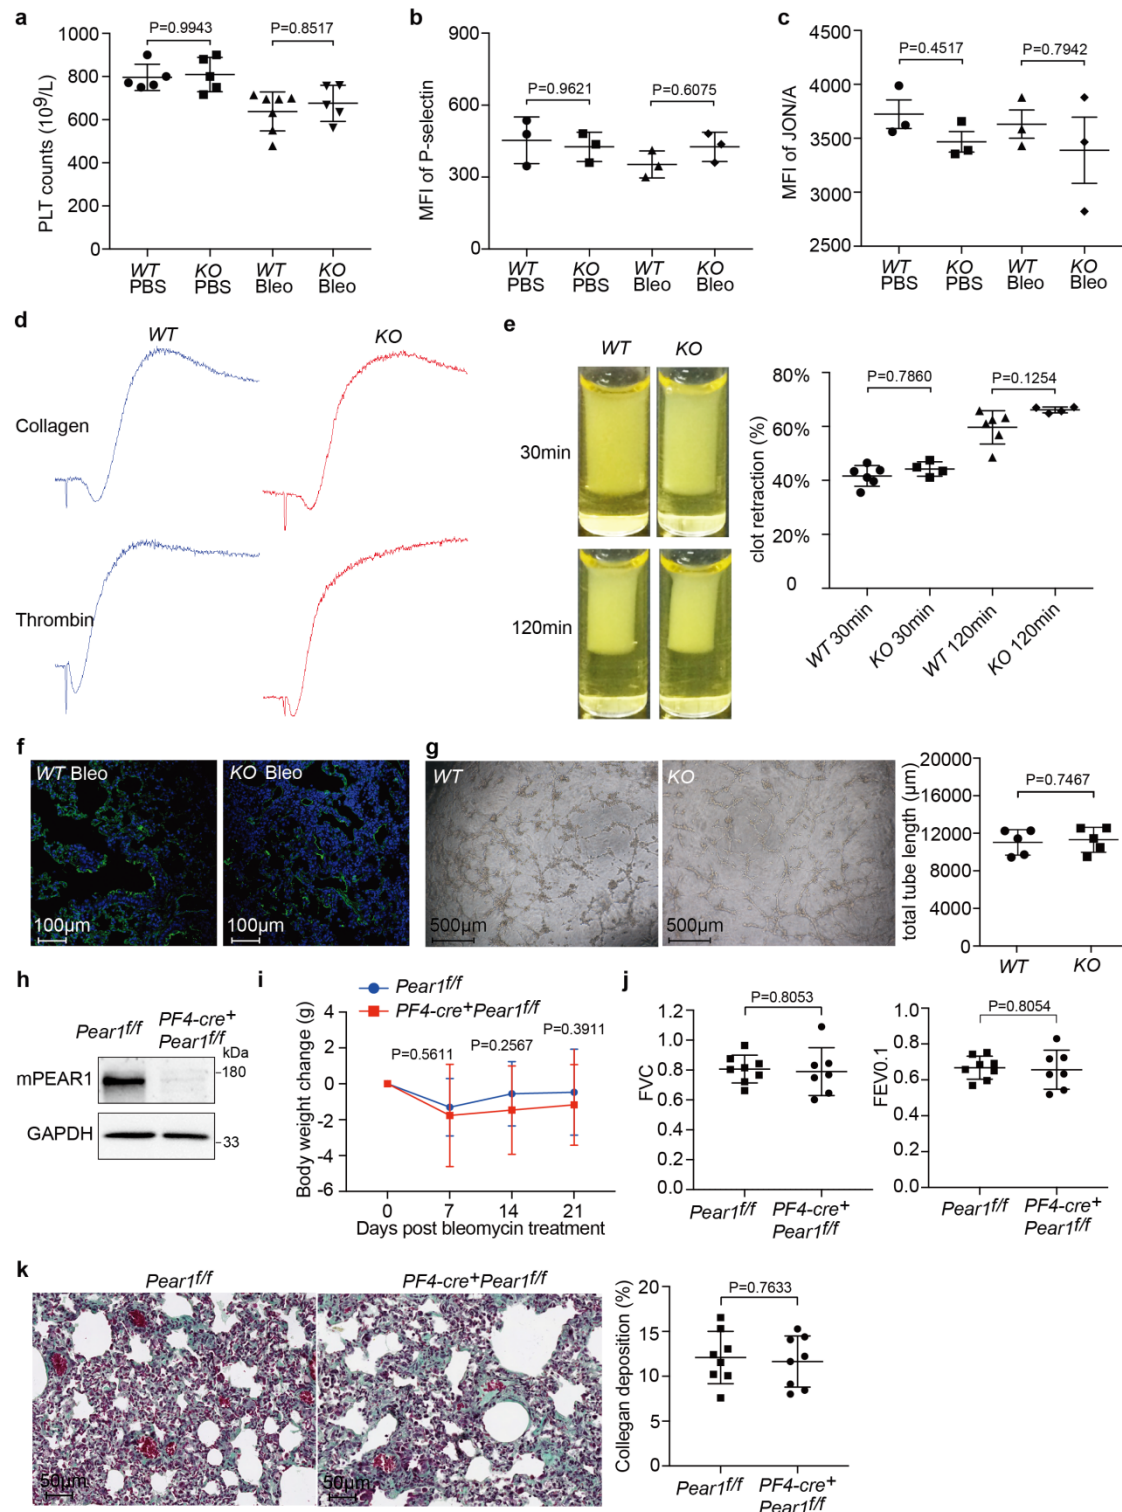

**Supplementary Fig. 13| *Pear1* deficiency did not affect platelet activity and tubulogenesis of pulmonary endothelial cells.** **a**, The platelet counts of peripheral blood obtained from normal or 2  $\mu g/g$  bleo-induced *WT* and *Pear1*<sup>-/-</sup> mice ( $n=5$  mice in *WT* PBS, *Pear1*<sup>-/-</sup> PBS, *Pear1*<sup>-/-</sup> Bleo group;  $n=7$  mice in *WT* Bleo group). **b,c**, Platelet activity in normal or bleo-induced *WT* and *Pear1*<sup>-/-</sup> mice was measured by P-selectin exposure (b) and JON/A binding (c) with flow cytometry ( $n=3$  mice in each group). **d**, Platelet activity in *WT* and *Pear1*<sup>-/-</sup> mice was measured by platelet aggregation in response to 1.5  $\mu g/mL$  collagen and 0.05 U/mL thrombin. **e**, Platelet function in *WT* and *Pear1*<sup>-/-</sup> (KO) mice was evaluated by clot retraction. **f**, The morphology of pulmonary vessels in *WT* and *Pear1*<sup>-/-</sup> (KO) mice was evaluated by histology.

1 mice with PF were analyzed by immunofluorescence staining of CD31. (Scale bars, 100  $\mu$ m). The experiments were  
2 repeated three times and the results were similar. **g**, Tube formation of the endothelial cell from *WT* and *Pear1<sup>-/-</sup>* mice  
3 in Matrigel matrix were detected. The whole plate was photographed and the angiogenesis analyser of NIH Image J  
4 software was used for statistical analysis of the tube length (n=5 images in each group). (Scale bars, 500  $\mu$ m). **h**, The  
5 expression of PEAR1 in platelets isolated from *Pear1<sup>ff/ff</sup>* and *PF4-Cre<sup>+</sup>Pear1<sup>ff/ff</sup>* mice was measured by western blotting.  
6 The experiments were repeated three times and the results were similar. **i**, Body weight loss of *Pear1<sup>ff/ff</sup>* and *PF4-*  
7 *Cre<sup>+</sup>Pear1<sup>ff/ff</sup>* mice induced by 1.5  $\mu$ g/g bleo (n=8 mice in *Pear1<sup>ff/ff</sup>* group; n=7 mice in *PF4-Cre<sup>+</sup>Pear1<sup>ff/ff</sup>* group). **j**,  
8 FVC and FEV0.1 were measured of *Pear1<sup>ff/ff</sup>* and *PF4-Cre<sup>+</sup>Pear1<sup>ff/ff</sup>* mice on day 21 after bleo treatment (n=8 mice in  
9 *Pear1<sup>ff/ff</sup>* group; n=7 mice in *PF4-Cre<sup>+</sup>Pear1<sup>ff/ff</sup>* group) **k**, Representative images of masson staining on lung sections  
10 from *Pear1<sup>ff/ff</sup>* and *PF4-Cre<sup>+</sup>Pear1<sup>ff/ff</sup>* mice on day 21 after bleo treatment. The collagen area (green) was calculated  
11 (n=8 mice in each group). (Scale bars, 50  $\mu$ m). For **g**, **i**, **j**, **k**, two-tailed t test was used. For **a-c**, **e**, one-way ANOVA  
12 was used. Data are presented as mean  $\pm$  SD. Source data are provided as a Source Data file.  
13

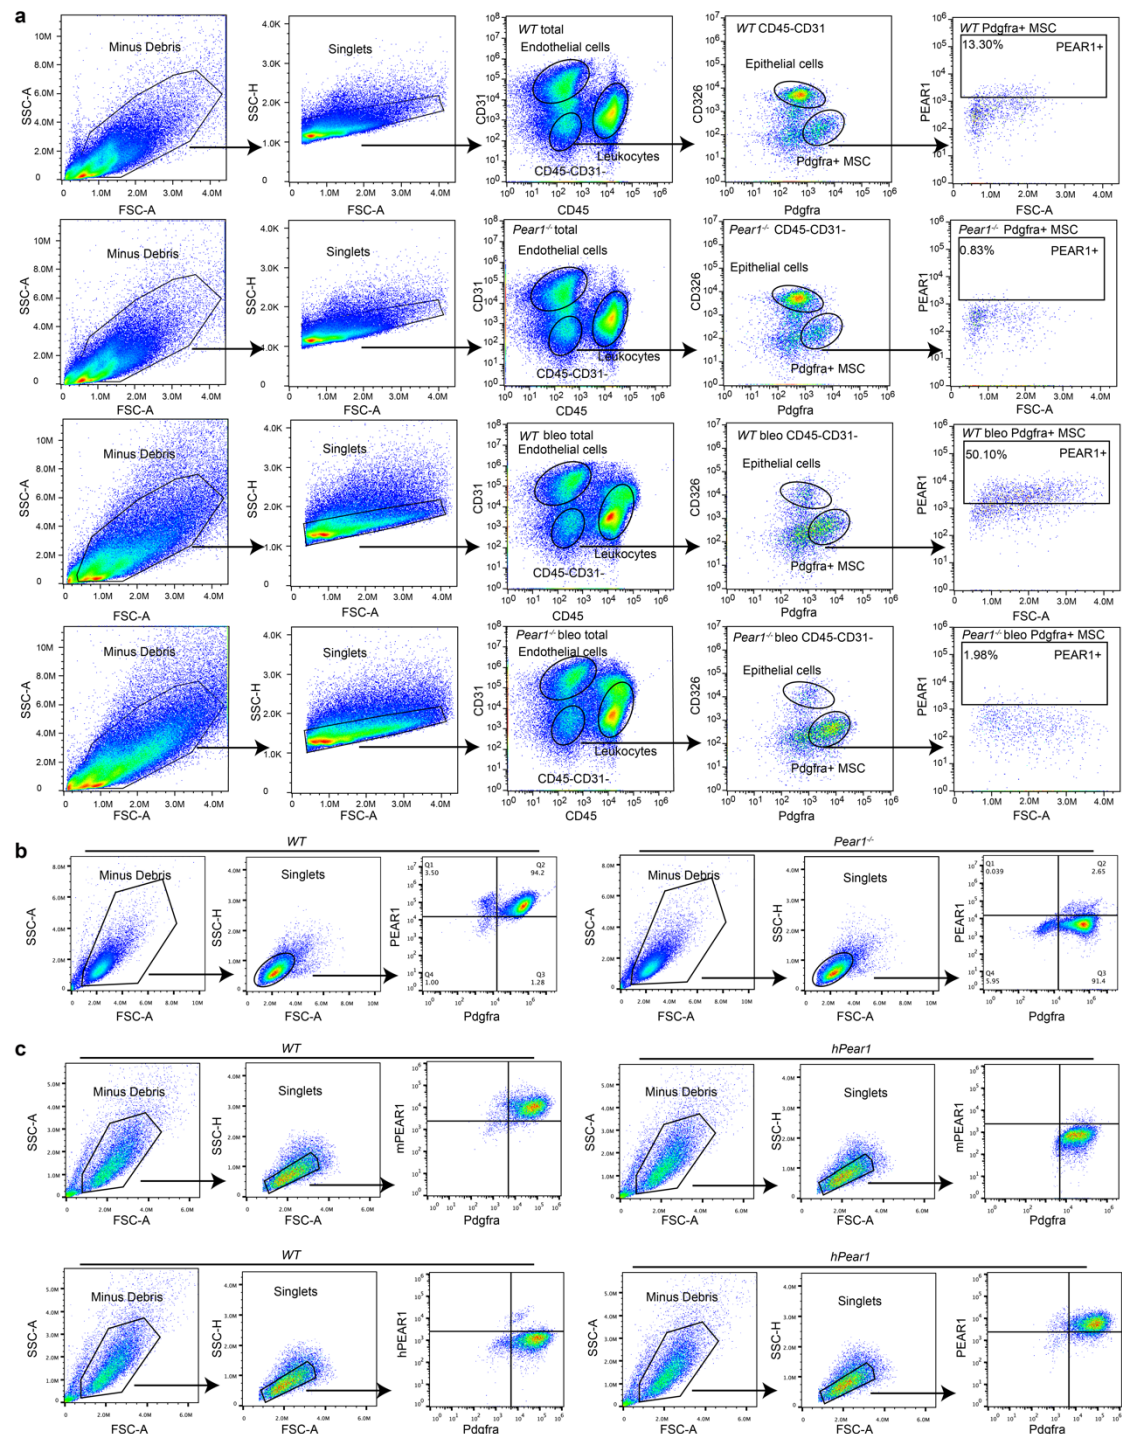

**Supplementary Fig. 14| The gating strategy of flow cytometry. a,** FACS plots showing the gating strategy to isolate endothelial cells, leukocytes, epithelial cells, pdgfr<sup>+</sup> MSCs and PEAR1<sup>+</sup> pdgfr<sup>+</sup> MSCs. **b,c,** FACS plots showing the gating strategy to isolate single cell of cultured fibroblasts.

1 **Supplementary Table 1. The primer information.**

|                    | Name                              | Forward (5'-3')           | Reverse (5'-3')           |
|--------------------|-----------------------------------|---------------------------|---------------------------|
| QPCR<br>Primer     | Mouse Postn                       | GGGGTTGTCACTGTGAACTG      | CGGCTGCTCTAAATGATGAA      |
|                    | Mouse Col4a1                      | CTGGCACAAAAGGGACGAG       | ACGTGGCCGAGAATTTCCACC     |
|                    | Mouse Col5a3                      | GGCAAAGATGGTATTCCAGGACC   | TGCTTCCTTTGTGACCAGGCATC   |
|                    | Mouse Col24a1                     | CCAGGTCGAAAAGGGTATATGGG   | CGGTTATCCCTACTTCTCCAGG    |
|                    | Mouse S100a4                      | AGCTCAAGGAGCTACTGACCAG    | GCTGTCCAAGTTGCTCATCACC    |
|                    | Mouse Col5a2                      | GTGGCATAGGAGAGAAAGGTGC    | GCCAACTAAGCCTCTAGGACCA    |
|                    | Mouse Col28a1                     | GCCTGGTCTTAAAGGAGAACCTG   | AGCCATCACCTTTGAGTCTCTGG   |
|                    | Mouse Des                         | GTGGATGCAGCCACTCTAGC      | TTAGCCGCGATGGTCTCATAC     |
|                    | Mouse Acta2                       | TGCTGACAGAGGCACCACTGAA    | CAGTTGTACGTCCAGAGGCATAG   |
|                    | Mouse Loxl2                       | ATTAACCCCAACTATGAAGTGCC   | CTGTCTCTCACTGAAGGCTC      |
|                    | Mouse Fn1                         | ATGTGGACCCCTCCTGATAGT     | GCCAGTGATTTTCAGCAAAGG     |
|                    | Mouse 18sRNA                      | TTGACTCAACACGGGAAACC      | AGACAAATCGCTCCACCAAC      |
|                    | Human POSTN                       | CAGCAAACCACTTCACGGATC     | TTAAGGAGGCGCTGAACCATGC    |
|                    | Human COL8A1                      | AGGAAGCCGTACCAAGAAAGG     | GGTATCCCATGACCTGGCAAAC    |
|                    | Human COL1A1                      | TAGGGTCTAGACATGTTCACTTTGT | GTGATTGGTGGGATGTCTTCGT    |
|                    | Human COL5A3                      | GTGGCCGTCAGCATAGATGG      | TGAATGTCTCCCTCGAAAGTCTT   |
|                    | Human DES                         | TCCAGTCCTACACCTGCGAGAT    | CGCAATGTGTCTGGTAGCCA      |
|                    | Human COL4A1                      | TGTTGACGGCTTACCTGGAGAC    | GGTAGACCAACTCCAGGCTCTC    |
|                    | Human COL3A1                      | CCCACTATTATTTGGCACAAACAG  | AACGGATCCTGAGTCACAGACA    |
|                    | Human COL5A2                      | TAGGAACTGATGGTACTCCTGG    | GGCCTATCGGACCCTGAATAC     |
|                    | Human COL7A1                      | TTACGCCGCTGACATTGTGTT     | ACCAGCCCTTCGAGAAAGC       |
|                    | Human FN1                         | CGGTGGCTGTCAGTCAAAG       | AAACCTCGGCTTCTCCATAA      |
|                    | Human TIMP1                       | GGAGAGTGTCTGCGGATACTTC    | GCAGGTAGTGATGTGCAAGAGTC   |
|                    | Human ACTA2                       | CTATGAGGGCTATGCCTTGCC     | GCTCAGCAGTAGTAACGAAGGA    |
|                    | Human 18SRNA                      | GAGCGGTCGGCGTCCCCCACTTC   | GCGCGTGCAGCCCCGGACATCTAA  |
| Genotype<br>Primer | <i>Pear1<sup>tm1a/+</sup>-KO</i>  | GCTACTGTCTGCTCCTTCAGTTCCC | CTCCTACATAGTTGGCAGTGTTGG  |
|                    | <i>Pear1<sup>tm1a/+</sup>-WT</i>  | GCTACTGTCTGCTCCTTCAGTTCCC | GCAACTCAGGGTTAGACTGGGTAGG |
|                    | <i>Pear1<sup>tm1c/+</sup></i>     | GTCTGCTCCTTCAGTTCCCC      | GAGGGAAGGGTTGTGTCAGG      |
|                    | <i>Flp</i>                        | CACTGATATTGTAAGTAGTTTGC   | CTAGTGCGAAGTAGTGATCAGG    |
|                    | <i>Colla2-cre<sup>ER</sup>-WT</i> | ATTATTTTAGCACCACGCGAGC    | TTCTCCGACAGATTAGAGGGCGAC  |
|                    | <i>Colla2-cre<sup>ER</sup></i>    | ATCGTCCTTTCTTGCTGCTC      | TTCTCCGACAGATTAGAGGGCGAC  |
|                    | <i>PF4-cre</i>                    | CCCATACAGCACACCTTTTG      | TGCACAGTCAGCAGGTT         |
|                    | <i>hPear1-LD</i>                  | GCAGTGGGCTGATTTCTTC       | TGCTACAGTTGACTCCCAT       |
|                    | <i>hPear1-RD</i>                  | GGCAGTTTGGAGAAGGTTG       | CCAACCCAGCTACAGTTA        |
|                    | <i>hPear1-WT</i>                  | GCAGTGGGCTGATTTCTTC       | CCAACCCAGCTACAGTTA        |

# Supplementary material for: PEAR1 regulates expansion of activated fibroblasts and deposition of extracellular matrix in pulmonary fibrosis
**Source:** Nat Commun. 2022 Nov 19;13:7114. doi: 10.1038/s41467-022-34870-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files:

**Supplementary Data 1:** DEGs list. Pdgfra+ cells were selected for bulk RNA-seq assay. Differentially expressed genes (DEGs) between two experiment conditions were identified using criteria of fold change $>2$  and FDR $<0.05$ . For two-group comparisons, the empirical Bayes (eBayes) moderated two-sided t-test was used and adjusted using Benjamini-Hochberg method, as shown in the column M (padj). T-statistic are shown in column K (stat).

# Supplementary material for: PEAR1 regulates expansion of activated fibroblasts and deposition of extracellular matrix in pulmonary fibrosis
**Source:** Nat Commun. 2022 Nov 19;13:7114. doi: 10.1038/s41467-022-34870-w
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

1. Flow cytometry data was collected on CytoFLEX (Beckman Coulter).
2. sc-RNA seq data was collected by a Chromium Controller instrument (10x Genomics) and NovaSeq platform (Illumina).
3. Bulk tissue data was collected by HiSeq X10 from Illumina.
4. Pulmonary function data was collected by anires2005 pulmonary function analysis system (version 2.0, bestlab, China).
5. Platelet aggregation data was collected by an aggregometer (Chrono-Log) according to the manufacturer's protocol.

## Data analysis

Flow cytometry data was analyzed using FlowJo (v10.0.7) software. The confocal images, clot retraction and tube length were analyzed using Image J (v1.51). We used Cell Ranger version 3.1 (10x Genomics) with STAR (version 2.7.2b) to process raw sequencing data in fastq format and align to mouse genome assembly GRCm38 (mm10). Seurat suite version 3.0 was used for downstream quality check, cell and gene feature filtering, and unsupervised clustering of cells. Seurat function 'FindClusters' with parameters "resolution = 0.8" and "dims.use = 1:20" were adopted in unsupervised clustering. R package "scMCA" to define cell types in mouse based on single-cell digital expression in Mouse Cell Atlas v2.0 (<http://bis.zju.edu.cn/MCA/>). Marker genes across all clusters or between two clusters were identified using Seurat 'FindMarkers' with parameter "min.pct=0.5". Bulk tissue data was analyzed using HISAT2 RNA-sequencing alignment software (version 2.1). Raw counts data were normalized using variance stabilizing transformation (VST) method implemented in R/Bioconductor "DEseq2" package. Normalization was performed using R/Bioconductor "DEseq2" package. Sample and gene clustering were performed using R/Bioconductor package 'ComplexHeatmap', and "Seurat" function "DoHeatmap". We used R package "rWikiPathways" for pathway analysis of cluster markers or DEGs between experiment conditions. Threshold-free pathway analysis based on the differential expression rank of all genes was performed using R package "rWikiPathways" or Gene Set Enrichment Analysis (GSEA) software (version 4.1). For statistical analyses of other experiment results, Prism 8.0.1 software was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw reads for scRNA-seq in fastq format have been deposited in Sequence Read Archive (SRA) database under accession number SRP335961 [<https://www.ncbi.nlm.nih.gov/sra/?term=SRP335961>]. The processed data and meta data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE183545 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183545>]. The raw reads data for bulk tissue RNA-seq were deposited in Sequence Read Archive (SRA) database under BioProject accession number PRJNA749378 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA749378>], and the raw expression data and normalized data were deposited in Gene Expression Omnibus (GEO) under accession number GSE183657 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183657>]. Source data are provided as a Source Data file with this paper. All other data are available in the article and its supplementary files or from the corresponding author upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was performed using any statistical method. Sample size (or number of repeats) was chosen based on what is common in the field, and what was practical to do. Sample size was determined to be adequate based on the reproducibility between independent experiments.

Data exclusions

No data were excluded from the analyses.

Replication

All experiments were replicated independently and all experiments were reliably reproduced. We cross verified the validity of data independently by more than three mice models, and both in vivo and in vitro which were repeated three or more independent times. We

strongly believe our data will be reproducible.

#### Randomization

Age and sex-matched animals were used in all experiments. For evaluating the effect of antibody in PF in vivo, humanized Pear1 mice were randomly assigned to different groups according to the body weight.

#### Blinding

The investigators were blinded during data collection and/or analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

#### Antibodies used

Details for antibodies used in western blotting (WB), immunofluorescence (IF) , flow cytometry are provided provided below:

1. Phospho-Smad2 (Ser465/467)/Smad3 (Ser423/425) (D27F4) Rabbit mAb CST #8828 WB 1:1K
2. Phospho-p38 MAPK (Thr180/Tyr182) Antibody CST #9211 WB 1:1K
3. Phospho-SAPK/JNK (Thr183/Tyr185) (81E11) Rabbit mAb CST #4668 WB 1:1K
4. Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP® Rabbit mAb CST #4370 WB 1:2K
5. Phospho-Akt (Ser473) (D9E) XP® Rabbit mAb CST #4060 WB 1:2K
6. PTEN (138G6) Rabbit mAb CST #9559 WB 1:1K
7. Phospho-PTEN (Ser380/Thr382/383) (44A7) Rabbit mAb CST #9549 WB 1:1K
8. PP1 antibody (E-9) santa sc-7482 WB 1:500 IP "1-2 µg per 100-500 µg of total protein "
9. Mouse PEAR1 Antibody R&D AF7607 WB 1:1K
10. Human PEAR1 Antibody R&D AF4527 WB 1:1K
11. Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L) Jackson 115-035-003 WB 1:5K
12. Peroxidase AffiniPure Rabbit Anti-Goat IgG (H+L) Jackson 305-035-003 WB 1:1W
13. Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L) Jackson 111-035-003 WB 1:1W
14. Peroxidase AffiniPure Donkey Anti-Sheep IgG (H+L) Jackson 713-035-003 WB 1:5K
15. anti-GAPDH antibody Yeasen 30201ES WB 1:1W
16. 488-Goat Anti-Armenian hamster IgG H&L abcam ab173003 IF 1:500
17. Anti-Podoplanin / gp36 antibody abcam ab11936 IF 1:500
18. Anti-Collagen IV antibody abcam ab6586 IF 1:400
19. Anti-Ki67 antibody abcam ab15580 IF 1:100
20. Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 546 Invitrogen A11035 IF 1:500
21. Mouse PDGF R alpha Antibody R&D AF1062 IF 1:100
22. Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 Invitrogen A11058 IF 1:200
23. Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Invitrogen A21206 IF 1:400
24. Anti-alpha smooth muscle Actin antibody abcam ab5694 IF 1:100
25. BV421 Rat Anti-Mouse CD326 (G8.8) BD biosciences 563214 Flow cytometry 1:100
26. PE Rat Anti-Mouse CD45 (30-F11) BD biosciences 553081 Flow cytometry 1:100
27. FITC Rat Anti-Mouse CD31 (390) BD biosciences 558738 Flow cytometry 1:100
28. "PE/Cyanine7 anti-mouse CD31 Antibody (390) " biolegend 102418 Flow cytometry 1:100
29. CD140a (PDGFRA) Monoclonal Antibody (APA5), PE, eBioscience™ Invitrogen 12-1401-81 Flow cytometry 1:100
30. PerCP-Cy™5.5 Rat Anti-Mouse CD45 (30-F11) BD biosciences 561869 Flow cytometry 1:100
31. Human PEAR1 Alexa Fluor® 647-conjugated Antibody (492621) R&D FAB4527R Flow cytometry 1:100
32. BD Pharmingen™ FITC Rat Anti-Mouse CD62P/P-selectin (RB40.34) BD biosciences 553744 Flow cytometry 1:100
33. Integrin alphaIIb beta3 (GPIIb/IIIa, CD41/CD61)-PE (JON/A) BD biosciences M023-2 Flow cytometry 1:50
34. The monoclonal antibody for activating human or mouse PEAR1 was generated by immunizing BABL/c or Pear1-/- mice with human or mouse PEAR1 ECD, respectively. Then one antibody for human PEAR1 was humanized by CDR graft and named LF2. The antibody for mouse PEAR1 named LF1.

1. Phospho-Smad2 (Ser465/467)/Smad3 (Ser423/425) (D27F4) Rabbit mAb. Rabbit monoclonal antibody. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB. [https://www.cellsignal.cn/products/primary-antibodies/phospho-smad2-ser465-467-smad3-ser423-425-d27f4-rabbit-mab/8828?site-search-type=Products&N=4294956287&Ntt=%238828&fromPage=plp&\\_requestid=7493216](https://www.cellsignal.cn/products/primary-antibodies/phospho-smad2-ser465-467-smad3-ser423-425-d27f4-rabbit-mab/8828?site-search-type=Products&N=4294956287&Ntt=%238828&fromPage=plp&_requestid=7493216)
2. Phospho-p38 MAPK (Thr180/Tyr182) Antibody. Rabbit polyclonal antibody. Species Reactivity: Human, Mouse, Rat, Monkey, Pig. Application: WB, IP, IF. [https://www.cellsignal.cn/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-antibody/9211?site-search-type=Products&N=4294956287&Ntt=%239211&fromPage=plp&\\_requestid=7494503](https://www.cellsignal.cn/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-antibody/9211?site-search-type=Products&N=4294956287&Ntt=%239211&fromPage=plp&_requestid=7494503)
3. Phospho-SAPK/JNK (Thr183/Tyr185) (81E11) Rabbit mAb. Rabbit monoclonal antibody. Species Reactivity: Human, Mouse, Rat. Application: WB, IHC-P, IP. [https://www.cellsignal.cn/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-81e11-rabbit-mab/4668?site-search-type=Products&N=4294956287&Ntt=%234668&fromPage=plp&\\_requestid=7494607](https://www.cellsignal.cn/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-81e11-rabbit-mab/4668?site-search-type=Products&N=4294956287&Ntt=%234668&fromPage=plp&_requestid=7494607)
4. Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP® Rabbit mAb. Rabbit monoclonal antibody. Species Reactivity: Human, Mouse, Rat, Hamster, Monkey, Dog, Pig. Application: WB, IHC-P, IF, IP, Flow cytometry. [https://www.cellsignal.cn/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370?site-search-type=Products&N=4294956287&Ntt=%234370&fromPage=plp&\\_requestid=7494730](https://www.cellsignal.cn/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370?site-search-type=Products&N=4294956287&Ntt=%234370&fromPage=plp&_requestid=7494730)
5. Phospho-Akt (Ser473) (D9E) XP® Rabbit mAb. Rabbit monoclonal antibody. Species Reactivity: Human, Mouse, Rat, Hamster, Monkey. Application: WB, IHC-P, IF, IP, Flow cytometry. [https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060?site-search-type=Products&N=4294956287&Ntt=%234060&fromPage=plp&\\_requestid=7494864](https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060?site-search-type=Products&N=4294956287&Ntt=%234060&fromPage=plp&_requestid=7494864)
6. PTEN (138G6) Rabbit mAb. Rabbit monoclonal antibody. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB, IHC-P, IP. [https://www.cellsignal.cn/products/primary-antibodies/pten-138g6-rabbit-mab/9559?site-search-type=Products&N=4294956287&Ntt=%239559&fromPage=plp&\\_requestid=7494980](https://www.cellsignal.cn/products/primary-antibodies/pten-138g6-rabbit-mab/9559?site-search-type=Products&N=4294956287&Ntt=%239559&fromPage=plp&_requestid=7494980)
7. Phospho-PTEN (Ser380/Thr382/383) (44A7) Rabbit mAb. Rabbit monoclonal antibody. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB. [https://www.cellsignal.cn/products/primary-antibodies/phospho-pten-ser380-thr382-383-44a7-rabbit-mab/9549?site-search-type=Products&N=4294956287&Ntt=%239549&fromPage=plp&\\_requestid=7495107](https://www.cellsignal.cn/products/primary-antibodies/phospho-pten-ser380-thr382-383-44a7-rabbit-mab/9549?site-search-type=Products&N=4294956287&Ntt=%239549&fromPage=plp&_requestid=7495107)
8. PP1 antibody (E-9). Mouse monoclonal antibody. Species Reactivity: Human, Mouse, Rat, Canine, Bovine, Porcine. Application: WB, IP, IF, IHC-P, ELISA. <https://www.scbt.com/zh/pp1-antibody-e-9>
9. Mouse PEAR1 Antibody. Sheep polyclonal antibody. Species Reactivity: Mouse. Application: WB, Flow cytometry. [https://www.rndsystems.com/cn/products/mouse-pear1-antibody\\_af7607](https://www.rndsystems.com/cn/products/mouse-pear1-antibody_af7607)
10. Human PEAR1 Antibody. Goat polyclonal antibody. Species Reactivity: Human. Application: WB, Flow cytometry. [https://www.rndsystems.com/cn/products/human-pear1-antibody\\_af4527](https://www.rndsystems.com/cn/products/human-pear1-antibody_af4527)
11. Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L). <https://www.jacksonimmuno.com/catalog/products/115-035-003>
12. Peroxidase AffiniPure Rabbit Anti-Goat IgG (H+L). <https://www.jacksonimmuno.com/catalog/products/305-035-003>
13. Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L). <https://www.jacksonimmuno.com/catalog/products/111-035-003>
14. Peroxidase AffiniPure Donkey Anti-Sheep IgG (H+L). <https://www.jacksonimmuno.com/catalog/products/713-035-003>
15. anti-GAPDH antibody. Mouse monoclonal antibody. Species Reactivity: Human, Mouse, Rabbit, Frog, Fish, Chicken, Rat. Application: WB, ELISA, IHC, IF. <https://www.yeasen.com/products/detail/881>
16. 488-Goat Anti-Armenian hamster IgG H&L. <https://www.abcam.cn/goat-armenian-hamster-igg-hl-alexa-fluor-488-ab173003.html>
17. Anti-Podoplanin / gp36 antibody. Syrian hamster monoclonal antibody. Species Reactivity: Mouse. Application: IHC-P, IF. <https://www.abcam.cn/podoplanin-gp36-antibody-rtd4e10-bsa-and-azide-free-ab11936.html>
18. Anti-Collagen IV antibody. Rabbit polyclonal antibody. Species Reactivity: Mouse, Rat, Hamster, Cow, Dog, Human, Pig, Zebrafish, African green monkey, Chinese hamster, Syrian hamster. Application: ELISA, IHC-Fr, WB, IHC-P, IP, ICC/IF, IHC-FrFI, IHC-FoFr. <https://www.abcam.cn/collagen-iv-antibody-ab6586.html>
19. Anti-Ki67 antibody. Rabbit polyclonal antibody. Species Reactivity: Mouse, Human. Application: IHC-P, ICC, IF. <https://www.abcam.cn/ki67-antibody-ab15580.html>
20. Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 546. <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11035>
21. Mouse PDGF R alpha Antibody. Goat polyclonal antibody. Species Reactivity: Mouse. Application: WB, IHC, IF. [https://www.rndsystems.com/cn/products/mouse-pdgf-r-alpha-antibody\\_af1062](https://www.rndsystems.com/cn/products/mouse-pdgf-r-alpha-antibody_af1062)
22. Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594. <https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11058>
23. Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488. <https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>
24. Anti-alpha smooth muscle Actin antibody. Rabbit polyclonal antibody. Species Reactivity: Mouse, Human. Application: WB, IHC-P, IF. <https://www.abcam.cn/alpha-smooth-muscle-Actin-antibody-ab5694.html>
25. BV421 Rat Anti-Mouse CD326 (G8.8). Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=563214>
26. PE Rat Anti-Mouse CD45 (30-F11). Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=553081>
27. FITC Rat Anti-Mouse CD31 (390). Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=558738>
28. PE/Cyanine7 anti-mouse CD31 Antibody (390). Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd31-antibody-3942>
29. CD140a (PDGFRA) Monoclonal Antibody (APA5), PE, eBioscience™. Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.thermofisher.cn/cn/zh/antibody/product/CD140a-PDGFRA-Antibody-clone-APA5-Monoclonal/12-1401-81>
30. PerCP-Cy™5.5 Rat Anti-Mouse CD45 (30-F11). Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=561869>
31. Human PEAR1 Alexa Fluor® 647-conjugated Antibody (492621). Mouse monoclonal antibody. Species Reactivity: Human. Application: Flow cytometry. [https://www.rndsystems.com/cn/products/human-pear1-alexa-fluor-647-conjugated-antibody-492621\\_fab4527r](https://www.rndsystems.com/cn/products/human-pear1-alexa-fluor-647-conjugated-antibody-492621_fab4527r)
32. BD Pharmingen™ FITC Rat Anti-Mouse CD62P/P-selectin (RB40.34). Rat monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=553744>

33. Integrin alphaIIb beta3 (GPIIb/IIIa, CD41/CD61)-PE (JON/A) . Rattus monoclonal antibody. Species Reactivity: Mouse. Application: Flow cytometry. <https://www.labome.com/product/Emfret-Analytics/M023-2.html>

34. The specificity of the LF1 and LF2 was validated by Elisa, flow cytometry detection of fibroblasts and platelets from KO and human Pear1-transgenic mice.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

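Bulk RNA-seq of Pdgfra+ cells sorted from mouse lung was processed as 12 libraries in 4 groups of 3, which were *WT* vehicle, *Pear1*-/- vehicle, *WT* bleo and *Pear1*-/- bleo. The group of a library is its deposited label, and no library was left out, moved or pooled. The authors aligned the paired reads to GRCm38 with HISAT2 version 2.1 and deposited raw counts, the number of reads on each of 40760 genes in each library, without normalization. The second table the authors deposited holds a normalized signal, in which each value is the raw count divided by the DESeq2 size factor of its library, on the linear scale. This was checked on every library, and the size factors computed from the counts differed from those in the table by at most 1.09e-10 of their value. Where 1 of the 38 genes with a duplicated symbol would have been named, the identifier with the larger total count was used.

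The libraries held between 6702948 and 10447101 counts. A gene with 3 counts or fewer in a library was treated as being at the floor. Intervals and floors of this kind cover counting error only, because the reads were amplified and carry no molecular identifiers. Of all counts, immunoglobulin genes and *Jchain*, 388 genes together, took between 1.90% and 15.3% of a library.

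Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr function on the 4 groups, which left 17418, and libraries were scaled by TMM. A quasi-likelihood model with one mean per group and robust dispersions was fitted to all 12 libraries. The contrasts were *WT* bleo against *WT* vehicle, *Pear1*-/- vehicle against *WT* vehicle, *Pear1*-/- bleo against *Pear1*-/- vehicle, *Pear1*-/- bleo against *WT* bleo, and the interaction of genotype and bleo. A gene was called with a fold change above 2 and an adjusted p under 0.05 by the Benjamini-Hochberg method, which are the criteria of the paper. The paper's text names limma for its comparisons of the bulk RNA-seq, and limma was among the alternatives. Log2 CPM were computed with a prior count of 2. Principal components were computed from VST values of the 500 most variable genes with DESeq2 1.42.0.

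Lists of genes were tested with edgeR's camera function at an inter-gene correlation of 0.01. These were the 53 genes drawn in Fig. 3d and a list of 26 leukocyte markers. Over-representation among genes higher in *Pear1*-/- bleo was tested by Fisher's exact test on the mouse Reactome sets that come with fgsea 1.28.0, with between 10 and 500 members among the tested genes that GENCODE M21 links to an Entrez identifier. Gene set enrichment of the 53 genes was run with fgsea and 10000 permutations of genes. The GO and hallmark gene sets of the paper were not available, so the Reactome sets and the genes of Fig. 3d were used in their place.

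The genes named were fixed by a rule. They were *Pear1*, the markers *Pdgfra*, *Ptprc*, *Pecam1* and *Epcam*, the genes of Fig. 3d and Supplementary Fig. 9b, and *Ppp1ca*. In 3 of the comparisons the rule added the 3 genes with the largest rise and the 3 with the largest fall among genes past both criteria, with a mean log2 CPM of at least 3 and no overlap between the groups. The immunoglobulin genes and the olfactory and vomeronasal receptor genes, described as families, were added after their values were seen. Results that need an item withheld for evaluation are not reported here.

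Replicates were compared by the chi-square per degree of freedom of each pair of libraries over genes with at least 10 counts in the pair. Libraries of a group were to be summed as one sample where this was under 1.1, and no pair was. The alternatives were DESeq2's size factors and Wald test, scaling by library size only, limma 3.58.1 on the deposited normalized values with a pseudocount of 1, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, a fit to only the groups compared, no criterion on the fold change, and each library left out in turn. Further alternatives were limma on the deposited values floored at 1, limma on VST values, removal of immunoglobulin genes, and thinning of all libraries to the smallest total. Other splits of the libraries into groups were fitted in the same way.

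The pipeline was tested on simulated data. Counts for 3 libraries per group were drawn from the means of the deposited counts, with 200 genes changed in a single group. At a biological coefficient of variation of 0.05, 16525 genes were tested and 199 of the 200 changed genes (99.5%) had an adjusted p under 0.05. At 0.1 it was 199 (99.5%) of the 200, with 16523 genes tested, and at 0.2 it was 198 (99%), with 16610 genes tested. At these 3 settings, 11, 6 and 6 unchanged genes were called as well, or 5.24%, 2.93% and 2.94% of the calls. The comparison in which nothing had been changed gave 0 calls each time. The simulated spread was the same in all groups, with no outlying library. In the data the biological coefficient of variation was 0.229 in *WT* vehicle, 0.0250 in *WT* bleo and 0.0234 in *Pear1*-/- bleo. The simulation therefore does not give the error rate of comparisons that include *WT* vehicle.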

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

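The tests of leukocyte, mural and macrophage RNA, of the genotype labels by the counts of *Pear1*, of background among the vehicle calls, and of paralogs and background for the immunoglobulin genes were chosen only after the result was seen.

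The effect of bleo differed between the genotypes as labelled. By the test of the interaction, 2701 genes passed both criteria, 1486 of them with a higher and 1215 with a lower effect in *Pear1*-/-. A mislabelled or mixed sample was tested by leaving out *WT* vehicle replicate 2, which lay nearer to the *Pear1*-/- vehicle libraries than to its own group. This gave 3770 genes, or 1.40 times as many. When the filter was run again on the libraries left, it gave 4461, or 1.65 times as many. Among the 3770 were 2605 of the 2701 genes, which argues against that library as the source of those calls. The number of genes called does depend on it. Of the 2701 genes, 80.1% had a mean log2 CPM of at least 1, against 81.9% of all tested genes. Since most tested genes lie above that value, this share does not decide on background reads in the *WT* vehicle libraries. Such reads would raise weakly expressed genes in *WT* vehicle and so give a higher effect of bleo in *Pear1*-/-. Yet 1215 of the 2701 genes had a lower effect. At a mean log2 CPM of at least 5, 352 were lower and 260 higher. This argues against background for the genes with a lower effect and leaves it open for the others. Swapping the genotype labels of same-numbered libraries gave 32 splits of the 12 libraries, and 2 of the 32 gave as many genes. The other of these, with 2775 genes, swaps all 3 bleo pairs and no vehicle pair, so that its interaction is the difference between the genotypes as labelled taken over both treatments.

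The same interaction had a median of 1.43 on the log2 scale in the 53 EMT leading-edge genes, which were chosen from the contrast of the bleo groups that enters it. A median as large came from 2 of the 32 splits, and the other swaps the labels of vehicle replicate 2 only and gave 1.44. Technical explanations were tested on the underlying difference between the bleo groups, whose median was 1.34. A smaller share of leukocyte RNA would raise the markers of resident fibroblasts, whose median was 0.12, so that the EMT genes rose by 1.22 more. For more RNA of mural cells, the mural markers outside the list had a median of -0.01, and the EMT genes rose by 1.35 more. Of 10000 random lists matched on gene length, GC content and mean expression, 0% had a median as high, and the highest was 0.33, but the 53 genes were chosen from this contrast, so none of these 3 comparisons rules its explanation out. For a few genes taking most of the counts, the median was 1.35 without immunoglobulin genes, whose 7.94% and 1.92% of the counts in the bleo groups are too small a share to move it far, so that this test decides nothing. The median was 1.26 with all libraries thinned to the same total, so the difference remained at equal depth. The fold changes were already scaled for library size, so thinning could have moved the median little in any case. A mislabelled sample was tested with *Pear1* itself, whose log2 fold change was -0.078 between *Pear1*-/- vehicle and *WT* vehicle. Between *Pear1*-/- bleo and *WT* bleo it was 0.48, higher in the libraries labelled *Pear1*-/-. The mixture of cells may move that value, since *Pdgfra* differed by 0.80 and *Ptprc* by -1.19 in the same comparison. The RNA counts of *Pear1* therefore do not bear out the labels. The difference in the EMT genes cannot be told apart from one that follows something other than the genotype. The paper measured PEAR1 protein by flow cytometry in cultured *WT* and *Pear1*-/- fibroblasts (Supplementary Fig. 1g), not in these libraries.

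Leukocyte markers, which the paper does not report for the bulk RNA-seq of Pdgfra+ cells, were lower in *Pear1*-/- bleo than in *WT* bleo, with a median log2 fold change of -1.18 in 26 genes, 23 of them lower. A smaller share of macrophage RNA would lower all markers of macrophages by one factor. The 12 macrophage markers had a median of -1.38, with 11 lower, but their SD of 0.708 was no smaller than in lists matched on expression, whose median SD was 0.696, and 51.8% of 10000 such lists had an SD as small. A shift by a common factor leaves the SD of log2 fold changes as it was, so the SD does not decide the question. The median is in the direction that a smaller share predicts. A smaller share of macrophage RNA therefore remains, as do leukocytes of a different make-up. After thinning, the median of the leukocyte markers was -1.17, so the difference remained at equal depth. Thinning could have moved it little, since the fold changes were already scaled for library size. Of the 4 splits of the 6 bleo libraries that part all 3 same-numbered pairs, 1 gave a median as large, the real one. The log2 fold change of *Pear1* was -0.078 between the vehicle groups and 0.48 between the bleo groups. Because the genotype labels therefore remain open, no biological reading is given.

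Immunoglobulin genes, which the paper does not discuss, took 14.9% of the counts in *Pear1*-/- vehicle, against 11.2% in *WT* vehicle. Within *WT* vehicle, replicate 2 had 14.4%, and replicates 1 and 3 had 9.65% and 9.54%, so the difference between the vehicle groups rests on the latter 2 libraries. After bleo they took 7.94% in *Pear1*-/- and 1.92% in *WT*. RNA of plasma cells was tested with 8 plasma cell markers other than immunoglobulin genes, and their median log2 fold change of 1.08 between *Pear1*-/- bleo and *WT* bleo, with 8 of 8 higher and 4 past both criteria, is consistent with such RNA as a candidate source. Reads shared between paralogs would leave the sum of the family unchanged, but the sum had a log2 ratio of 2.05. Background reads would raise the olfactory and vomeronasal receptor genes as well, and these had a log2 ratio of -0.46. The RNA of plasma cells in a sorted fraction is itself a technical explanation, and it remains.

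Olfactory and vomeronasal receptor genes, 1683 in all, had 1180 CPM in *WT* vehicle replicate 1 and 1213 in replicate 3. They had 378 in replicate 2, between 301 and 380 in the *Pear1*-/- vehicle libraries, and between 23.4 and 33.4 in the bleo libraries. Background reads in the *WT* vehicle libraries, from genomic DNA for example, would raise genes with little expression most. Among the 566 genes lower in *Pear1*-/- vehicle, genes with a mean log2 CPM under 1 were 2.66 times as frequent as among all tested genes, 48.1% against 18.1%, which is consistent with such a background. A mixed or mislabelled library remains as well, since 2455 genes were called without *WT* vehicle replicate 2. All vehicle libraries exceeded all bleo libraries in these genes, so background may also enter the calls that were lower in bleo. That was not tested. The design gives no biological explanation that was tested for these receptor genes.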

How the results depend on the processing

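The alternatives were chosen before the data were examined, except limma on the deposited values floored at 1 over genes with an Entrez identifier, limma on VST values, removal of immunoglobulin genes, thinning, and the choice of genes for fits to fewer libraries, which were all chosen after seeing the data. In the fits that leave out a library, the filter was first run again on the libraries left, where a group of 2 lets in more genes with low counts. After those values had been seen, the fits were repeated on the 17418 genes of the fit to all libraries, and both are given. The same holds for the fits to only the groups compared. Treating libraries as one sample was not run, since no pair differed by sampling noise alone.

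Several results kept their direction and their side of the threshold under every alternative run. The median log2 fold change of the 53 EMT leading-edge genes between *Pear1*-/- bleo and *WT* bleo ranged from 1.2 (limma on VST values) to 1.35. For the same contrast, fgsea gave a normalized enrichment score of 2.10. Neither is independent of the choice of genes, which were taken from this contrast. The median ranged from 1.52 to 2.00 between *Pear1*-/- bleo and *Pear1*-/- vehicle. It ranged from 0.32 to 0.56 between *WT* bleo and *WT* vehicle, and from 1.35 to 1.58 for the interaction. Leukocyte markers ranged from 2.51 to 2.85 between *WT* bleo and *WT* vehicle and from -1.20 to -1.16 between *Pear1*-/- bleo and *WT* bleo. The odds ratio of extracellular matrix organization ranged from 2.36 (without the genes of Fig. 3d, adjusted p = 0.0334 by Fisher's exact test) to 10.6 (limma on VST values). The camera test of that pathway gave a median of 0.35 (adjusted p = 6.86e-05).

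The counts of genes depended on the processing, and the cause was not tested. Without a filter on low counts, 13891 genes were called between *WT* bleo and *WT* vehicle, 2919 between the vehicle groups and 8045 between *Pear1*-/- bleo and *Pear1*-/- vehicle. With at least 10 counts in every library, the comparisons in the same order gave 3015, 95 and 2172, that of the bleo groups 1349 and the interaction 1732. Limma on VST values gave 3001, 16, 1897, 793 and 1203. With no criterion on the fold change, they were 11834, 1261, 10841, 8037 and 6462. Between the vehicle groups, scaling by library size only gave 882 genes and limma on log2(value + 1) gave 28. A fit to only the 6 vehicle libraries gave 0, with 3501 genes at an unadjusted p under 0.05, and again 0, with 3189, when the filter was run on them. The genes shared by all 3 comparisons, 247 in all, became 21 with limma on log2(value + 1), 700 without a filter, 16 with at least 10 counts in every library, 146 with limma on the floored values, 3 with limma on VST values and 638 with no criterion on the fold change.

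The share of called genes that were higher also moved. Over the alternatives other than leaving out a library, it ranged from 17.1% without a filter to 46.3% with no criterion on the fold change between *WT* bleo and *WT* vehicle, against 31.0%, and from 22.4% to 46.8% under the same alternatives between *Pear1*-/- bleo and *Pear1*-/- vehicle, against 30.2%. Between the bleo groups it ranged from 39.7% without immunoglobulin genes to 52.6% with limma on VST values, against 41.4%. For the interaction it ranged from 48.1% with no criterion on the fold change to 67.8% by library size only, against 55.0%. Between the vehicle groups it was 27.0% with no criterion on the fold change and 19.7% without *WT* vehicle replicate 2, against 2.08%. Scaling by library size only shifted the median log2 fold change of all genes to -0.15 between the vehicle groups and to 0.15 for the interaction.

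Between the vehicle groups, the median of the EMT genes, -0.11, was -0.00903 without a filter (adjusted p = 0.473) and -0.11 with limma on the floored values (adjusted p = 0.289). The log2 fold change of *Pear1* between the vehicle groups was reversed without a filter, at 0.018 (adjusted p = 0.938). Component 1 held 73.9% of the variance, but 65.9% with all genes, 76.99% with the deposited values and 70.9% with log2 CPM. Between treatments lay 92.1% of it, which became 98.0%, 96.2% and 99.0%. Component 2 held 13.0% with the deposited values, against 17.8%. With all genes, 93.4% of component 2 lay between the 4 groups, against 83.7%.

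Across the fits that each left out one library, on the same genes and with the filter run again, *WT* bleo against *WT* vehicle gave from 5704 to 9184 genes, *Pear1*-/- bleo against *Pear1*-/- vehicle from 4604 to 5533, and *Pear1*-/- bleo against *WT* bleo from 2339 to 2451. The interaction gave from 2398 to 4461. The vehicle groups gave from 0 to 4931, the highest without *WT* vehicle replicate 2 (2455 on the same genes). The fits with 0 genes had between 2945 and 4536 at an unadjusted p under 0.05 on the same genes, and between 2961 and 5876 with the filter run again. The genes shared by all 3 comparisons numbered from 0 to 2400, the highest without the same library (1136 on the same genes). The median of the EMT genes between the vehicle groups ranged from -0.15 to -0.052, with a largest p of 0.00443 on the same genes and 0.219 with the filter run again. Component 1 held from 71.9% to 77.7% of the variance and component 2 from 15.1% to 19.2%. Between treatments lay from 90.9% to 95.6% of component 1. Between genotypes lay from 58.9% to 83.5% of component 2, against 70.0%, and between the 4 groups from 73.2% to 99.8%.

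With the replicate number as a block, 5861, 513, 4824, 2577 and 2641 genes were called, and 225 were shared. The numbers did not pair libraries, since the residuals of same-numbered libraries of different groups had a mean correlation across genes of -0.00837 over 18 pairs of libraries, against 0.00459 over 36 pairs with different numbers.

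The 3 against 3 libraries of a comparison can be split in 10 ways, of which 4 part all 3 same-numbered pairs, as the real split does, and 6 part only 1. With 4 splits, the share giving a result as large cannot be under 0.05. It was 1 of 4, the real split, for the number of genes in each of the 4 comparisons, for the enrichment of extracellular matrix organization, for both leukocyte results, and for the EMT genes except between the vehicle groups. There it was 2 of 4, with a median of 0.14 in size in the other split. Splits that part only 1 pair gave up to 320 genes between the vehicle groups. For the genes shared by all 3 comparisons, 1 of 32 splits gave as many, and the next gave 245.

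Among 84 results for named genes, scaling by library size only changed 0, and limma on log2(value + 1) weakened 8. No filter weakened 3 and reversed the one for *Pear1*. Of 504 results with a library left out, 45 were weaker. The depth limits what can be said of genes near the floor of 3 counts, which corresponds to between 0.287 and 0.448 CPM.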

Differences from the paper's values

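Limma on the deposited values floored at 1, limma on VST values, thinning, removal of immunoglobulin genes, and the filter run again on fewer libraries were chosen only after the result was seen. The paper reports 155 genes shared by all 3 comparisons (Fig. 3a), and 247 were found here. Of the 19 alternatives set before the data were examined, 3 came within 1.5 times the paper's value. These were the replicate number as a block, with 225 genes, and the fits without *WT* bleo replicate 1 and without *WT* bleo replicate 2, with 108 and 105. The other 16 did not, with 272 by DESeq2, 350 by library size only, 21 by limma on log2(value + 1), 700 without a filter, 16 with at least 10 counts in every library, 638 with no criterion on the fold change, and from 0 to 1136 in the other 10 fits without one library. Limma on the deposited values floored at 1, over genes with an Entrez identifier, gave 146 genes, and it was chosen after seeing the values. Thinning all libraries to the smallest total, also chosen after seeing the values, gave 173. With the filter run again on the libraries left, a choice added after seeing the values, the 6 fits without one bleo library gave from 164 to 194. The other alternatives chosen after seeing the values did not come within 1.5 times the paper's value, with 3 by limma on VST values, 274 without immunoglobulin genes, and from 0 to 2400 in the 6 fits without one vehicle library with the filter run again.

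The paper states that the EMT leading-edge genes rose in *Pear1*-/- bleo and did not rise in *WT* bleo (Fig. 3d). Here, 25 of the 26 genes of cluster 1 were higher in *WT* bleo than in *WT* vehicle, 21 of them with an adjusted p under 0.05 and 12 past both criteria. The 27 genes of cluster 2 had a median log2 fold change of 0.01 in the same comparison, with 14 higher and 13 lower. Markers of resident fibroblasts had a median of -1.66 there, so this flat value does not exclude a rise in each fibroblast.

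The paper states that Dim-2 separated the genotypes (Fig. 3b). Here, *WT* vehicle replicate 2 lay at -3.26 on component 2, among the libraries labelled *Pear1*-/- vehicle, at -2.98, -3.45 and -5.25, and apart from *WT* vehicle replicates 1 and 3, at 17.6 and 17.9.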

Other observations

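The tests of *WT* vehicle replicate 2 by immunoglobulin V genes and by highly expressed genes without immunoglobulin genes, of pooled libraries and of the exons of *Pear1* were chosen only after the result was seen, as was the test of background among the vehicle calls.

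*WT* vehicle replicate 2 lay nearer to the *Pear1*-/- vehicle libraries than to the other *WT* vehicle libraries. A mislabelled or mixed sample was tested with immunoglobulin V genes, whose use differs between animals, on a scale from 0 for its own group to 1 for the other. Its median position was 0.98, and 0.89 over all genes, whereas the other 5 vehicle libraries lay between -1.01 and 0.08 in the V genes. Background reads in the other *WT* vehicle libraries would not reach genes with high expression, but over genes with a mean log2 CPM of at least 7 the chi-square per degree of freedom was on average 20.6 times as large to its own group as to the other, and 10.1 times without immunoglobulin genes. After thinning the vehicle libraries to the same total, the ratio over all genes was 9.99, which goes against library size. A mislabelled or mixed sample remains, and the label was kept.

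In the bleo groups, pairs of libraries differed by little more than sampling noise, with a chi-square per degree of freedom between 1.35 and 1.49. In the vehicle groups this reached 4.82 in *Pear1*-/- vehicle, for pairs with replicate 3, and 21.8 in *WT* vehicle, for pairs with replicate 2. Libraries made from one pool of cells or RNA would also share their V genes. In the 10 pairs within groups without *WT* vehicle replicate 2, the chi-square per degree of freedom of the V genes was a median of 1.23 times that of all genes, with medians of 2.30 and 1.46, against 244 and 104.7 in the 54 pairs between groups, where the median of the ratios was 2.32. The pairs of *Pear1*-/- bleo replicate 2 with replicates 1 and 3 were exceptions, with 4.05 and 4.30 in the V genes against 1.47 and 1.37 in all genes. Pairs between the bleo groups had between 139.5 and 154.7 in the V genes, so the exceptions do not decide whether that library shared a pool. Over the 10 pairs, the median ratio is consistent with libraries that share a pool, in which case they would not be independent animals and the p-values would cover the noise of preparation and not that between mice. The biological coefficient of variation was 0.229 in *WT* vehicle, 0.0729 in *Pear1*-/- vehicle, 0.0250 in *WT* bleo and 0.0234 in *Pear1*-/- bleo. No biological explanation was tested.

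Of the 578 genes called between the vehicle groups, 566 were lower in *Pear1*-/- vehicle. The ratio of 2.66 in the share of genes with low counts leaves background in *WT* vehicle replicates 1 and 3 as a candidate explanation. The 2455 genes without *WT* vehicle replicate 2 leave a mislabelled or mixed sample too. Of the 566, 8 had a mean log2 CPM of at least 5.

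*Pear1* had 519.7 ± 24.0 normalized counts in the libraries labelled *Pear1*-/- vehicle and 547 ± 28.8 in *WT* vehicle (SD, n = 3), a difference within the spread between replicates. The exons before the gene-trap cassette hold 18.2% of the exonic bases of the transcript used, so that with even coverage a trapped transcript would keep about that share of the counts, far less than was counted. The coverage along the gene is not in the deposited table, so uneven coverage of those exons cannot be told apart from a transcript that runs past the cassette or from labels that are not those of the genotype. RNA counts do not measure the protein, which the paper examined by flow cytometry in cultured fibroblasts (Supplementary Fig. 1g).

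No test was run on the other marker lists between *Pear1*-/- bleo and *WT* bleo. The median log2 fold change was 0.12 for resident fibroblast markers, with 7 of 13 higher, 0.17 for mural, with 5 of 10 higher, 0.22 for endothelial, with 8 of 12 higher, -0.56 for epithelial, with 3 of 14 higher, 0.86 for mesothelial, with 4 of 6 higher, and 1.05 for erythroid markers, with 3 of 5 higher.

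In the source data of the qPCR in Supplementary Fig. 9b, the third value of each group equals the geometric mean of the other 2 to within 5.3e-06 on the log2 scale in all 11 genes. In Supplementary Data 1, the column of log2 fold changes headed as from DESeq2 matches the contrast of genotypes taken over both treatments, with a median difference of 2.49e-07, and differs from the limma column beside it by a median of 1.58 in size.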
